# Multiomics analyses reveal dynamic bioenergetic pathways and functional remodeling of the heart during intermittent fasting

**DOI:** 10.7554/eLife.89214

**Published:** 2023-09-28

**Authors:** Thiruma V Arumugam, Asfa Alli-Shaik, Elisa A Liehn, Sharmelee Selvaraji, Luting Poh, Vismitha Rajeev, Yoonsuk Cho, Yongeun Cho, Jongho Kim, Joonki Kim, Hannah LF Swa, David Tan Zhi Hao, Chutima Rattanasopa, David Yang-Wei Fann, David Castano Mayan, Gavin Yong-Quan Ng, Sang-Ha Baik, Karthik Mallilankaraman, Mathias Gelderblom, Grant R Drummond, Christopher G Sobey, Brian K Kennedy, Roshni R Singaraja, Mark P Mattson, Dong-Gyu Jo, Jayantha Gunaratne

**Keywords:** intermittent fasting, heart, RNA sequencing, proteomics, phosphoproteomics, metabolism, Mouse

## Abstract

Intermittent fasting (IF) has been shown to reduce cardiovascular risk factors in both animals and humans, and can protect the heart against ischemic injury in models of myocardial infarction. However, the underlying molecular mechanisms behind these effects remain unclear. To shed light on the molecular and cellular adaptations of the heart to IF, we conducted comprehensive system-wide analyses of the proteome, phosphoproteome, and transcriptome, followed by functional analysis. Using advanced mass spectrometry, we profiled the proteome and phosphoproteome of heart tissues obtained from mice that were maintained on daily 12- or 16 hr fasting, every-other-day fasting, or ad libitum control feeding regimens for 6 months. We also performed RNA sequencing to evaluate whether the observed molecular responses to IF occur at the transcriptional or post-transcriptional levels. Our analyses revealed that IF significantly affected pathways that regulate cyclic GMP signaling, lipid and amino acid metabolism, cell adhesion, cell death, and inflammation. Furthermore, we found that the impact of IF on different metabolic processes varied depending on the length of the fasting regimen. Short IF regimens showed a higher correlation of pathway alteration, while longer IF regimens had an inverse correlation of metabolic processes such as fatty acid oxidation and immune processes. Additionally, functional echocardiographic analyses demonstrated that IF enhances stress-induced cardiac performance. Our systematic multi-omics study provides a molecular framework for understanding how IF impacts the heart’s function and its vulnerability to injury and disease.

## Introduction

In the developed world, the average calorie intake has steadily risen, as have associated age-related diseases (Lahey and Khan, 2018). Intermittent fasting (IF) eating patterns include frequent periods of 12–24 hr with little or no energy intake sufficient to trigger a metabolic switch from the utilization of liver-derived glucose to fatty acids and ketones. Such IF eating patterns increase health span and lifespan and delay or prevent age-associated diseases in animals (de Cabo and Mattson, 2019; Mattson et al., 2017). Rodents maintained on IF exhibit reduced resting heart rate and blood pressure, increased heart rate variability, and improved cardiovascular adaptations to stress (Mager et al., 2006; Wan et al., 2003a; Wan et al., 2003b; Wan et al., 2014). Age-related increases in oxidative stress, inflammation, and fibrosis in the heart are prevented by every-other-day (EOD) fasting (Castello et al., 2011). IF also improves health indicators and cardiovascular risk factors in human subjects (Harvie et al., 2011; Harvie et al., 2013; Stein et al., 2012; Weiss and Fontana, 2011). In a recent randomized controlled trial, alternate day fasting improved cardiovascular markers, reduced fat mass, fat-to-lean ratio, and increased levels of the ketone β-hydroxybutyrate (BHB) (Stekovic et al., 2019). IF protects the brain and heart against ischemic injury and enhances endurance in animal models (Arumugam et al., 2010; Kim et al., 2018; Marosi et al., 2018; Mattson and Arumugam, 2018; Wan et al., 2010). Animals maintained on EOD fasting prior to experimental myocardial infarction (MI) have a reduced myocardial infarct size compared to the ad libitum (AL) fed controls (Ahmet et al., 2011; Ahmet et al., 2005; Godar et al., 2015). IF also improves survival and recovery of heart function when initiated two weeks after MI (Katare et al., 2009). Recent brain and skeletal muscle studies suggest that IF engages signaling pathways that enhance cellular stress resistance, mitochondrial biogenesis, and autophagy (Marosi et al., 2018; Mattson and Arumugam, 2018). The ketone BHB may mediate some cellular adaptations to fasting, including inducing the expression of the inhibitory neurotransmitter γ-aminobutyric acid, trophic factors, and the cytoprotective mitochondrial deacetylase sirtuin 3 (Cheng et al., 2016; Liu et al., 2019; Marosi et al., 2016; Newman and Verdin, 2017; Yudkoff et al., 2007). However, it is unknown whether similar molecular and cellular mechanisms underlie the beneficial effects of IF on the cardiovascular system.

System-wide interrogation using large-scale omics technologies has proven powerful in capturing snapshots of molecular abundances in an unbiased manner. Previous studies have extensively focused on understanding the metabolic rewiring associated with different modes of fasting and feeding responses in the liver, the primary metabolic and secretory organ, and adipose tissues that functions as a fat sensor (Ng et al., 2019). Though transcriptomics remained the go-to technology for many of the earlier works in this arena, recent technological advancements have positioned mass spectrometry (MS)-based proteomics as a rational choice to simultaneously track the dynamic behavior of thousands of proteins, the prime orchestrators of cellular processes, in a global manner. Accordingly, proteotypes underlying various metabolic diseases, dietary milieu, and fasting regimens including time-restricted feeding or IF have been probed to get holistic molecular portraits of altered metabolic states (Shaik et al., 2016; Hatchwell et al., 2020). Protein post-translational modifications, especially phosphorylation, underlie several energy sensor pathways, glucose homeostasis mechanisms, and insulin secretion process, and hence deconvolution of phosphorylation networks is key to understanding signaling alterations (Sacco et al., 2019; Sacco et al., 2016). While the importance of IF in improving cardiovascular health has been extensively documented, a global investigation documenting the molecular players driven by the metabolic switch would be highly desirable.

In order to understand molecular and cellular remodeling of the heart during IF, we employed advanced mass spectrometry for system-wide profiling of the proteome and phosphoproteome of heart tissues obtained from mice with daily fasting for 12 hr (IF12), 16 hr (IF16) or EOD as well as AL control feeding. We also performed transcriptome analyses using RNA sequencing to evaluate whether the observed molecular responses to IF occur at the transcriptional or post-transcriptional levels. Our results indicated that IF profoundly modifies pathways involved in metabolism, cell signaling, and epigenetic reprogramming in the heart. Of note, we observed that protein network remodeling during IF occurred in an IF duration time-dependent manner, with IF16 and EOD having the most significant effects. In addition, functional studies indicated that IF improves cardiac function compared to AL feeding. Our findings provide novel insight into the genetic and proteomic changes by which IF improves cardiac health and provide a resource for investigators in the fields of metabolism and cardiovascular disease.

## Materials and methods

### Animals and IF procedures

All in vivo experimental procedures were approved by the National University of Singapore (Ethics approval number: R15-1568) and La Trobe University (Ethics approval number: AEC21012) Animal Care and Use Committees and performed according to the guidelines set forth by the National Advisory Committee for Laboratory Animal Research (NACLAR), Singapore, and Australian Code for the Care and Use of Animals for Scientific Purposes (8th edition) and confirmed NIH Guide for the Care and Use of Laboratory Animals. All efforts were made to minimize suffering and the number of animals used. All sections of the manuscript were performed in accordance with ARRIVE guidelines. Animals were anaesthetized in 1–2% isoflurane, and anesthesia was confirmed by abolished pain reflexes. Animals were euthanized by cervical dislocation, and the chest was then opened to extract the heart. C57BL/6 male mice were purchased at 2 months of age (InVivos, Singapore; ARC, Australia) and housed in the animal facility at the National University of Singapore and La Trobe University. The animals were exposed to light from 07:00-19:00 (12 hr light: 12 hr dark cycle) and were fed with pellets for rodents which consisted of 58%, 24%, and 18% of calories originating from carbohydrate, protein, and fat, respectively (Teklad Global 18% Protein rodent diet #2918; Envigo, Madison, WI, USA). Water was provided ad libitum to all dietary groups. At the age of 3 months, the mice were randomly assigned to the four different dietary intervention groups: IF12 (N=20), IF16 (N=60), EOD (Every Other Day fasting) (N=20), and AL group as a control (N=60). The mice in the IF12, IF16, and EOD groups fasted for 6 months daily 12 hr (19:00-07:00), 16 hr (15:00-07:00), or 24 hr (a whole day fasting followed by an entire day feeding). The AL group was supplied with food pellets ad libitum. The body weight was regularly measured. Blood glucose and ketone levels using FreeStyle Optium Neo system with FreeStyle Optium blood glucose and ketone test strips (Abbott Laboratories, Berkshire, UK) were measured in the morning before IF animals received food (N=20 in each experimental group). After 6 months, animals were anesthetized and euthanized. EOD mice were euthanized on a food-deprivation day. All mice were euthanized under isoflurane anesthesia between 7 a.m. and noon. All mice were perfused with cold PBS. The chest cavity was rapidly opened, and the heart was removed and rinsed in two washes of ice-cold saline. Major blood vessels and connective tissue were removed, and the heart was blotted dry, and weighed. The heart samples were collected and kept at –80 °C until further use.

### Sample preparation for proteome analyses

Frozen tissue samples from all groups (Number of animals in AL = 4, IF12=5, IF16=5, EOD = 4) were crushed in liquid nitrogen prior to lysis with 6 M urea (Sigma-Aldrich), 2 M thiourea (Invitrogen), and 20 mM HEPES. The lysate was collected after centrifugation at 20,000 *g* for 20 min at 15 °C, and protein measurement was made using Pierce 660 nm Protein Assay Reagent (Thermo Scientific) according to the manufacturer’s protocol. Fifty μg of protein was used to prepare for each TMT label. For the reference channel of 126-TMT label, a total of 50 μg protein pooled from the 4 ALs was used. The reduction was performed with a final concentration 5 mM dithiothreitol (Sigma-Aldrich) incubation for 30 min. This was followed by alkylation with a final concentration of 10 mM iodoacetamide (Sigma-Aldrich) for 30 min incubation in the dark. Digestion was carried out using lysyl endopeptidase digestion (Wako Chemicals GmbH) with enzyme: protein = 1:100 at 37 °C overnight. The urea in the lysis buffer was then diluted to a final concentration of 1 M with 50 mM ammonium bicarbonate followed by trypsin digestion (Promega) with enzyme: protein = 1:50 at 37 °C for 8 hr. Digested peptides were desalted using 1 ml Empore C18 cartridges (3 M) before isobaric labeling.

### Sample preparation for phosphoproteome analysis

A total of three animals from each group were used for phosphoproteome analysis. Immobilized metal affinity chromatography (IMAC) was employed for the selective enrichment of phosphorylated peptides. Briefly, Ni-NTA agarose conjugates (Qiagen) were rinsed thrice with MilliQ water and incubated with 100 mM EDTA pH 8.0 for 30 min at RT to strip the nickel. Residual nickel was rinsed thrice with MilliQ water, followed by incubation with 100 mM iron chloride solution for 30–45 min. The resin was then washed thrice with MilliQ water followed by 80% acetonitrile / 0.1% trifluoroacetic acid. The tryptic peptides were then enriched using the iron chloride treated IMAC beads. Tryptic peptides were reconstituted in 50% acetonitrile/0.1% trifluoroacetic acid, followed by 1:1 dilution with 99.9% acetonitrile/0.1% trifluoroacetic acid. The peptides were incubated with 10 μL of IMAC beads for 30 min with end-over-end rotation, and the beads were subsequently loaded onto self-packed C18 stage tips (Rappsilber et al., 2007) pretreated with 200 μl methanol, washed with 50% acetonitrile/0.1% formic acid and equilibrated with 1% formic acid. Following loading onto the stage tip, the IMAC beads were washed with 80% acetonitrile/0.1% trifluoroacetic acid and 1% formic acid. The phosphopeptides were eluted from the IMAC beads onto C18 membranes using 500 mM dibasic sodium phosphate (pH 7.0), followed by washing using 1% formic acid. The phosphopeptides were stored on the stage tip until they were ready to be analysed by liquid chromatography-mass spectrometry (LC-MS). The phosphopeptides were eluted from the C18 membranes with 50% acetonitrile/0.1% formic acid, dried using a speed vac, and reconstituted in 0.1% formic acid for LC-MS analysis.

### Isobaric labeling

All samples were run in a total of two sets of TMT10plex Isobaric Label Reagent Set (Thermo Scientific) and were assigned to each TMT set (9 samples to 9 plexes and an internal reference sample made up of a mixture of the ALs) by randomization. Isobaric labelling was performed according to the manufacturer’s protocol. Briefly, the TMT label was reconstituted in anhydrous acetonitrile (Sigma-Aldrich) before mixing with respective peptides and incubated for 1 hr. The reaction was quenched using the final 5% hydroxylamine (Merck) in triethylammonium hydrogen carbonate buffer (Fluka) for 15 min. Labeled peptides were mixed before being vacuum-dried and fractionated using basic reverse phase chromatography (Shimadzu NexeraXR high performance liquid chromatography). Fractions were combined orthogonally into 15 fractions and dried using a vacuum centrifuge.

### Liquid chromatography and mass spectrometry

For proteome analysis, peptides were reconstituted in 0.1% formic acid for analysis on Thermo Easy nLC 1000 that was connected to Q Exactive Plus Quadrupole-Orbitrap Mass Spectrometer (Thermo Scientific). The trap column used was C18 Acclaim PepMap 100 of 5 μm, 100 A, 100 μm I.D. x 2 cm, and the analytical column was PepMap RSLC C18, 2 μm, 100 A, 75 μm I.D. x 50 cm. The LC solvent A comprised of 0.1 M formic acid in 2% acetonitrile, and LC solvent B comprised 0.1 M formic acid in 95% acetonitrile. The gradient was as follows: 5–50% solvent B in 180 min; 50–100% solvent B in 10 min; 100% solvent B for 10 min at the flow rate of 200 nL/min. The mass spectrometer was set in the data dependent acquisition mode. Full scan MS spectra (m/z 380–1600) were acquired with a resolution of *R*=140,000 at an AGC target of 3e6 and a maximum injection time of 60ms. The top 20 most intense peptide ions in each MS scan were sequentially isolated to an ACG target value of 1e5 with a resolution of 35,000 and fragmented using a normalized collision energy of 30 at MS2 level with fixed first mass at 110 and an isolation window of 1.2 m/z. For phosphoproteome, reconstituted peptides were analysed using an EASY-nLC 1000 (Proxeon, Thermo Fisher Scientific) attached to a Q-Exactive (Thermo Fisher Scientific). Peptides were enriched using a C18 precolumn and separated on a 50 cm analytical column (EASY-Spray Columns, Thermo Fisher Scientific) at 50 °C using a 265 min gradient ranging from 0 to 40% acetonitrile/0.1% formic acid, followed by a 10 min gradient ranging from 40 to 80% acetonitrile/0.1% formic acid and maintained for 10 min at 80% acetonitrile/0.1% formic acid. Survey full scan MS spectra (m/z 310–2000) were collected with a resolution of *r*=70,000,, an AGC target of 3e6, and a maximum injection time of 10ms. Twenty of the most intense peptide ions in each survey scan with an intensity threshold of 10,000, underfill ratio of 1%, and a charge state ≥2 were sequentially isolated with a window of 2 Th to a target value of 50,000 with a maximum injection time of 50ms. These were fragmented in the high energy collision cell by dissociation, using a normalized collision energy of 25%. The MS/MS was acquired with a starting mass of m/z 100 and a resolution of 17,500 and dynamic exclusion of duration of 15 s.

### Total RNA extraction and quality control for transcriptome analyses

EZ-10 Total RNA Mini-Prep Isolation kit (Bio Basic, Canada) was used according to the kit’s instructions to extract total RNA from the heart samples. To assess the quality of the extracted total RNA, agarose gel electrophoresis and Agilent Bioanalyzer 2100 system (Agilent, Santa Clara, CA, USA) were used. All RNA samples (N=5 in each experimental group) had high quality with integrity numbers >6.9 for total RNA.

### cDNA library preparation and RNA sequencing

Poly-T oligo-attached magnetic beads were used to purify the mRNA from total RNA. Then, a fragmentation buffer was added to the mRNA. First-strand cDNA was subsequently synthesized using random hexamer primer and M-MuLV reverse transcriptase (RNase H-; New England BioLabs, Ipswich, MA, USA). Next, second-strand cRNA synthesis was performed using DNA polymerase I and RNase H. AMPure XP beads (Beckman Colter Life Sciences, Indianapolis, IN, USA) were used to purify the double-stranded cDNA. By using exonuclease/polymerase activities, the remaining overhangs of the purified double-stranded cDNA were transformed into blunt ends. The 3’ ends of the DNA fragments were adenylated, followed by ligation of the NEBNext adaptor with a hairpin loop structure to prepare for hybridization. The library fragments were purified with the AMPure XP system to select cDNA with the base pair length of 150–200. Lastly, the library was amplified by polymerase chain reaction (PCR), and the PCR products were purified using AMPure XP beads. The HiSeq 2500 platform (Illumina, San Diego, CA, USA) was used to conduct the high-throughput sequencing.

### Transcriptome data mapping and differential expression analyses

The RNA sequencing results from the HiSeq system were output as quality and color space fasta files. The files were mapped to the Ensembl-released mouse genome sequence and annotation (*Mus musculus*; GRCm38/mm10). Bowtie v.2.0.6 Indexes were used to build the reference genome, and TopHat v.2.0.9 with a mismatch parameter limited to 2 was used to align the paired-end clean reads to the reference genome. A total of 48.5 million clean reads were generated per sample, and 43.7 million reads (90.1% of total clean reads) per sample were mapped to the reference genome. HTSeq v.0.6.1 was used for the quantification of gene expression levels to count the read numbers mapped of each gene. Then FPKMs of each gene were calculated based on the length of the gene and reads count mapped to the same gene. DESeq R Package v.1.10.1 was used to perform differential expression analysis. To control the false discovery rate, the p-values resulting from the analysis were adjusted to q-values using Benjamini and Hochberg’s approach. Genes with q-value <0.05 found by DESeq were assigned as differentially expressed.

### Heat map generation and functional enrichment analyses

R and the R package heatmap3 were used along with the log2 fold change output from EdgeR v.3.2.4 to create heatmaps of DEGs. To estimate the possible biologic functional changes derived from the gene expression changes, gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were conducted. GO enrichment analysis was implemented by the GOseq R package, in which gene length bias was corrected. For KEGG pathway enrichment analysis, we used KEGG Orthology Based Annotation System (KOBAS) software to test the statistical enrichment. GO terms and KEGG pathways with a q-value less than 0.05 were considered significantly enriched by DEGs.

### Proteome and phosphoproteome data processing

For 10plex-TMT labeled proteome analysis, raw MS data were processed using Proteome Discoverer 2.2 (Thermo Scientific). Database search was performed using the integrated Sequest HT search engine against the Uniprot mouse FASTA database (release January 2018) for tryptic peptides with a maximum of two missed cleavage sites, MS and MS/MS mass tolerance of 10 ppm and 0.02 Da, respectively. Searches included cysteine carbamidomethylation and TMT-modifications at peptide N-termini and lysine residues as fixed modifications and protein N-terminal acetylation and methionine oxidation as dynamic modifications. Peptide and protein identifications were performed at a false discovery rate (FDR)<0.01. For phosphoproteome analysis, raw MS data were processed using MaxQuant version 1.6.0.1 (Tyanova et al., 2016a). The Andromeda search engine was employed to search against the UniProt mouse FASTA database. For identification of proteins, peptides, and modifications, the FDR was set at 0.01, allowing a maximum of two missed cleavages as well as an initial mass tolerance of 4.5 ppm for precursor ions and 20 ppm for fragment ions. The search was performed with phosphorylation of sites serine, threonine, and tyrosine (STY), oxidation of methionine, and acetylation of protein N-term as variable modification, cysteine carbamidomethylation as fixed modification, and trypsin as cleaving enzyme. Label-free quantitation (LFQ) was performed using the MaxLFQ algorithm as implemented in MaxQuant with minimum ratio count set to 1 and match between run feature enabled to transfer peptide identifications across MS runs (match time window = 2, alignment time window = 20) (Cox et al., 2014). A minimum Andromeda score of 40 was used for phosphopeptide identification.

### Proteome and phosphoproteome data analyses

For TMT-based proteome analysis, the common internal reference, pooled AL sample, at the 126 TMT-reporter channel of each TMT set was used for normalization across the two sets. The pooled ad libitum was included as an internal reference for the TMT sets as our focus was on inferring proteome abundance changes and associated biological pathways across the different IF regimens in comparison with the control ad libitum group. Protein abundances across all the channels were first normalized for equal total protein intensities before obtaining log2 ratios of each protein against the normalized intensity of the respective reference channel. After combining the two TMT sets, only those proteins that were quantified in at least three biological replicates within each group were retained for subsequent analysis. For differential expression analysis of proteins regulated with IF, the replicates from the two TMT sets were grouped, and one-way analysis of variance (ANOVA) was performed with followed by Dunnett’s post hoc tests at adjusted p-value <0.01 to test for pairwise significance testing against AL control group. Protein annotations for gene ontology (GO) terms (biological process, cellular component, and molecular function) and KEGG pathways were obtained, and functional enrichment analysis was performed using Fisher’s exact test (FDR ≤0.05) for the modulated clusters. In addition, 1-D annotation enrichment analysis as implemented in Perseus was performed for testing the preference of protein expression values to be higher or lower in comparison to the global distribution for specific functional groups (Tyanova et al., 2016b). The FDR was controlled at a threshold of 0.05, and for each functional group, a score was assigned, with scores those higher than zero and close to 1 confirming to positive enrichment, and those lesser than zero and close to –1 representing negative enrichment (Subramanian et al., 2005). To construct functional networks over the different IF regimens, gene-set enrichment analysis (GSEA) was performed on the proteome data using all curated mouse GO biological processes and pathways. Pairwise comparisons of the different groups were performed, and the statistical significance of the enrichment score was assessed by a permutation test. Based on the similarity between enriched gene sets (*P*-value <0.01), the EnrichmentMap plugin, as implemented in Cytoscape, was used to visualize all overlapping gene set clusters (Merico et al., 2010). All heat maps corresponding to functional categories were visualized using an internal log-transformed reference normalized abundance value for each protein (Plubell et al., 2017). Transcription factor enrichment analysis for significant proteins in each IF group was performed using the Chip Enrichment Analysis (ChEA) implemented in the Enrichr web tool (Kuleshov et al., 2016; Lachmann et al., 2010).

For phosphoproteome analysis, the label-free intensities of all identified phosphopeptides were log-transformed, and only those phosphopeptides quantified in at least two biological replicates of each group were retained for all subsequent analyses. Using the Perseus software environment, missing values were imputed to represent intensities of low abundant proteins based on random numbers drawn from a normal distribution in each sample (Tyanova et al., 2016b). Phosphorylation sites differentially regulated between the groups were identified using one-way ANOVA followed by Dunnett’s post hoc test at an adjusted p-value ≤0.05. Biological processes and KEGG pathways for differentially altered phosphoproteins were derived from DAVID bioinformatics resources (Huang et al., 2009). For upstream kinase enrichment analysis, kinase substrate motifs were extracted from the human protein reference database (HPRD), and enrichment analysis was performed using Fisher’s exact test for altered phosphosite clusters across the groups.

### Comparison of proteome and transcriptome data

For the evaluation of the proteome against the transcriptome, only those transcripts with corresponding protein quantification were used. Correlation analysis was performed using FPKM as a proxy for mRNA abundance and normalized protein abundance derived from TMT experiments for protein quantification. Data were log-transformed prior to visualization. For comparison of transcriptome and proteome changes across different IF groups, log-transformed fold changes relative to AL group were used as input to perform two dimensional (2-D) functional enrichment analyses as implemented in Perseus (Tyanova et al., 2016b). The respective annotation matrix of KEGG pathways and GO terms (biological process) of both the transcriptome and proteome were compared for significant bias to larger or smaller expression values in comparison to overall distribution. The FDR was controlled at a 0.05 threshold and position score was assigned to denote enrichment at higher (0<score < 1) and lower (–1<score < 0) abundances. A scatter plot was constructed based on the positional scores, and functional categories were highlighted.

### Protein-protein interaction network analyses

Functional connectivity between significantly altered proteins was explored using protein-protein interactions curated in the Pathway Commons database, which compiles pathway and interaction data from multiple resources (Cerami et al., 2011). In addition to direct physical interaction between proteins, associations that represent functional interactions such as those that regulate expression, control protein state change, and catalysis, or mediate complex formation were also considered. The IF-altered functional network encompassed interactions relevant to all metabolic, regulatory as well as signaling pathways. Duplicate interactions were removed to remove redundancy, and the network was populated with information on the regimen-specificity of altered proteins to obtain time-resolved functional networks. Cluster assessment was performed using Cluster ONE implemented in Cytoscape to identify densely connected regions within the network (p-value <0.1; Nepusz et al., 2012; Shannon et al., 2003). The functional biases of the identified clusters for ontology and pathways were derived from DAVID bioinformatics resources (Huang et al., 2009). Finally, the topological parameters of the network were assessed for node centrality and degree distribution.

### Perturbation association network analyses

A correlation matrix was obtained based on the quantitative proteome from all groups using Spearman’s rank correlation. The correlation coefficients and p values were calculated for all pairs of proteins, and multiple testing was controlled using Benjamini-Hochberg correction. Proteins pairs with adjusted p-value ≤0.01 were filtered to retain only those highly confident protein-protein associations (absolute correlation coefficient ~0.82) pertaining to both positive and negative correlations. Unweighted correlation networks were assembled using the high confident associations, and following the ‘interactome mapping by high-throughput quantitative proteome analysis’ (IMAHP) method (Lapek et al., 2017), specific deviations of each sample from the correlations were evaluated using Mahalanobis distance followed by outlier analysis using Grubbs’s test (p-value ≤0.1) to identify perturbed associations in each sample. To identify consensus-perturbed proteins among different dietary groups, a hypergeometric test was performed against the background of all perturbations (p-value ≤0.05). Functional assessment of perturbed proteins in each group for processes and pathways were derived from DAVID bioinformatics resources (Huang et al., 2009). For the construction of mitochondrial perturbation network, we extracted those perturbed proteins annotated “mitochondria” across all groups, along with their regimen-specific co-regulated associations to be visualized as a network with functional annotations.

### Immunoblot analysis

Frozen heart tissue samples (N=6 in each experimental group) were homogenized using a tissue tearor (BioSpec, Model: 985370) with protein and phosphatase inhibitors and Tissue Protein Extraction Reagent (Thermo Scientific, 78510) as the lysis buffer. The heart tissue samples were then combined with 2 x Laemelli buffer (Bio-Rad Laboratories, Inc, Hercules, CA, USA). Protein samples were then separated on 7.5–20% v/v sodium dodecyl sulfate (SDS) gels. Proteins in the SDS-PAGE gels were transferred onto nitrocellulose membranes to probe for proteins. Next, the nitrocellulose membranes were incubated with the following primary antibodies: p-AMPKα (2535 S, Cell Signaling), AMPKα (2532, Cell Signaling), PKG-1 (3248 S, Cell Signaling), MYPT1 (2634 S, Cell Signaling), PPARγ (7273, Santa Cruz Biotechnology), p-GSK3α/β (9331 S, Cell Signaling), GSK3α/β (7291, Santa Cruz Biotechnology), AKT (9272 S, Cell Signaling), Insulin receptor β (3025 S, Cell Signaling), Phospho-IRS1 (Ser318) (5610, Cell Signaling), IRS-1 (2382 S, Cell Signaling), and GAPDH (2118 S, Cell Signaling; NB300-221, Novus Biologicals) overnight at 4 °C with agitation. After primary antibody incubation, membranes were washed three times with 1xTBST before incubating with horseradish peroxidase (HRP)-conjugated secondary antibodies (Goat Anti-Rabbit – Cell Signalling Technology, Danvers, MA, USA; Goat Anti-Mouse – Sigma-Aldrich, St. Louis, MO, USA) for 1 hr at 24 °C with agitation. The membranes were then washed three times (10 min each) with 1xTBST. The substrate for HRP, enhanced chemiluminescence (ECL) (Bio-Rad Laboratories, Inc, Hercules, CA, USA), was applied for 3 min before the membranes were imaged using the ChemiDocXRS +imaging system (Bio-Rad Laboratories, Inc, Hercules, CA, USA). Quantification of proteins was conducted using Image J software (Version 1.52 a; National Institute of Health, Bethesda, MD, USA), where protein densitometry was expressed relative to the densitometry of the corresponding GAPDH respectively.

### Echocardiographic assessment of cardiac function

At the end-point of the experiment, myocardial function and cardiac dynamics were investigated by ultra-high frequency ultrasound for small animals (Vevo 3100 Preclinical Imaging System, FujiFilm VisualSonics, Canada) using the MicroScan Transducer MX550D (32-55MHz, Centre Transmit 40 MHz, Axial Resolution 40 µm) as previously described (Liehn et al., 2013; Tyrankiewicz et al., 2013). The Biomedical Sciences Institute Singapore Institutional Animal Care Committee approved all experiments. Mice were anesthetized with 1–2% isoflurane via mask and placed in supine position on a warming pad with integrated electrodes for continuous ECG monitoring (N=10 in each experimental group). Echocardiographic assessments of cardiac function were done in the morning and the IF mice were not fed prior to the experiments. Body temperature was monitored via a rectal temperature probe. After the complete removal of the hairs (hair removal cream), warmed up ultrasound gel was spread on the chest to avoid the formation of air bubbles and to ensure optimal sound quality. If needed, isoflurane was adjusted during the acquisition to maintain a relatively constant heart rate of over 300 beats per min (bmp). Two-dimensional and M-Mode were acquired in long and short axis using ECG-triggered image acquisition to assess ejection fraction, fractional shortening, cardiac output, stroke volume, and ventricular dimensions. The average values obtained from the long and short axis acquisitions were considered for all parameters. Strain analysis was performed on the long axis to measure the global longitudinal strain (GLS), strain rate, and radial strain (Lindsey et al., 2018). Pulsed wave (PW) Doppler was used to measure the velocity of blood flow through the aortic, pulmonary, mitral, and tricuspidal valves. Septal mitral annular velocity was measured using tissue doppler echocardiography. To uncover a potential cardiac functional reserve, dobutamine-induced stress was performed after basal parameter acquisition. Dobutamine was administrated intraperitoneally in a single injection at 20 mg/kg. After the maximum increase in heart rate (generally within 4–5 min), two-dimensional and M-Mode acquisitions in long and short axes were repeated to assess ejection fraction, fractional shortening, cardiac output, stroke volume, ventricular dimensions, and strain in stress conditions.

### Statistics

For physiological measurements such as fasting blood glucose, ketone levels and body weights, values are indicated as mean ± SEM (n=20 mice/group). Significance is based on one-way ANOVA with Tukey’s *post-hoc* test. *P*-value <0.05 was considered statistically significant. The statistics for these comparisons were conducted using the GraphPad Prism software programme. For transcriptome data, differential expression analysis of the quantified transcripts was performed using DESeq R Package v.1.10.1. To control for false discovery rate (FDR), the resulting p values obtained by the Wald test were adjusted to q-values (multiple testing) using the Benjamini and Hochberg’s method. Those transcripts with q-value <0.05 were considered to be significantly differentially expressed among the different categories. For these significant genes, functional enrichment based on GO terms and associated KEGG pathways were inferred based on adjusted p-values <0.05 as implemented in KOBAS. For proteome and phosphoproteome analyses, all peptide and protein identifications together with their modifications (phosphosites) were performed at FDR <0.01 as implemented in Proteome Discoverer 2.2 (for proteome) and MaxQuant version 1.6.0.1 (for phosphoproteome). For TMT-based proteome data, biological replicates from the two TMT sets were combined following normalization and subjected to one-way analysis of variance (ANOVA) with Dunnett’s post hoc test (multiple comparisons to control) at adjusted p-value <0.01 for pairwise significance testing against AL control group to correct for multiple testing. The statistical analyses were implemented in R statistical environment. For functional enrichment analyses using proteome data, Fisher’s exact test was implemented, and enriched categories were identified at FDR ≤0.05. 1-D and 2-D annotation enrichment for the proteome profiles to assess the distribution of specific functional groups among the different IF categories were performed using Perseus and controlled for FDR at an adjusted p-value <0.05. For extracting differentially altered phosphorylation sites between the different groups, one-way ANOVA followed by Dunnett’s *post-hoc* (multiple comparisons to control) was carried out and significantly altered sites were identified at adjusted p-value ≤0.05 to correct for multiple testing (implemented in R statistical environment). For immunoblot and echocardiographic analysis, all statistical analyses were conducted using the GraphPad Prism software programme. Data are presented as mean ± standard deviation for the indicated number of experiments. The difference in means between two columns was evaluated using the two-tailed unpaired Student’s *t*-test (for two columns) or one-way ANOVA with Tukey’s post-hoc test (for multiple comparisons to control). A p-value of less than 0.05 was considered statistically significant.

## Results

Male C57BL/6 mice were fed a normal chow diet comprised on a caloric basis of 58%, 24%, and 18% carbohydrate, protein, and fat, respectively. Mice were randomly assigned to AL, daily IF12, IF16, or EOD schedules beginning at 3 months of age. The study design, including the timing of experimental interventions and blood and tissue collections, is summarized in Figure 1—figure supplement 1. To determine the extent to which IF affects energy metabolism, we measured the blood glucose and ketone levels, and body weight of all mice during the six-month dietary intervention period. Mice in the AL group exhibited a trend toward increased blood glucose levels at 3 and 6 months. In contrast, mice in the EOD group exhibited a large and highly significant decrease in blood glucose levels throughout the duration of the study (Figure 1—figure supplement 1b). Mice in the IF12 and IF16 groups exhibited glucose levels intermediate to the AL and EOD groups (Figure 1—figure supplement 1b). Ketone levels also displayed variability across different fasting regimens. On fasting days, mice in the EOD group exhibited blood ketone levels that were threefold greater than mice in the AL group. Ketone levels in mice in the IF16 and IF12 groups tended to be higher than those in the AL group but were substantially lower than in the EOD group. Notably, all IF and EOD animals exhibited significantly lower body weight than AL mice (Figure 1—figure supplement 1c). However, despite the differences in the fasting regimen pattern, we did not observe any difference in overall body weight between the IF and EOD groups (Figure 1—figure supplement 1c). Furthermore, no significant difference in the overall energy intake or compositional intake is observed across mice subjected to IF groups compared to the AL group (Figure 1—figure supplement 1d).

### IF modifies the heart proteome

To obtain a comprehensive perspective of the mechanisms impacted by IF in heart, we carried out proteome profiling of heart tissues from at least four biological replicates comprising each dietary group (AL = 4, IF12=5, IF16=5, EOD = 4). The AL group served as a control to compare proteomic alterations across different IF regimens. Using tandem mass tag (TMT)-based high resolution liquid chromatography-mass spectrometry (LC-MS) analysis, we identified a total of 6972 proteins (Supplementary file 1). Among the 5578 proteins quantified across all the samples, 9% of the proteins were differentially expressed among the heart tissues from different dietary regimens compared to the control AL group (Dunnett adjusted p-value = 0.01, Supplementary file 2). Among these, only 60 proteins consistently overlapped with altered protein levels across all fasting regimens and were primarily involved in processes associated with glycogen catabolism, fatty acid oxidation, and glycolysis (Figure 1—figure supplement 2a). In comparison with IF12, the proteomes were modulated to a greater extent in the longer fasting durations, IF16 and EOD. The EOD group exhibited the most significant number of protein abundance changes, with 44% modulations exclusively occurring within this group, including apolipoproteins that are important determinants of a healthy heart (Liehn et al., 2018). Approximately one-third of the differentially expressed proteins in IF groups compared to AL were enzymes with catalytic activity involved in energy homeostasis pathways. In addition to the expected fatty acid metabolism and glycolytic pathways, we observed enzymes involved in hypoxia, oxidative phosphorylation, bile acid metabolism, mTOR signaling, and myogenesis to be modulated with IF (Figure 1—figure supplement 2b). We observed that most of the enzymes involved in glycolysis, including the rate-limiting enzyme phosphofructokinase (PFKFKB1/2) displayed decreased expression with IF except for hexokinase 1 (HK1), indicative of suppression of glycolysis (Supplementary file 2). Conversely, the expression of phosphoenolpyruvate carboxykinase (PCK2), which is involved in gluconeogenesis, was enhanced by IF.

Unsupervised hierarchical clustering of the altered heart proteome revealed that IF12, IF16, and EOD mice had different overall protein expression patterns and co-expressed protein clusters compared to mice in the AL group (Figure 1a). Unlike clusters in IF16 and IF12 groups, which exhibited modest differences compared to the AL group, a distinct class of proteins showed increased abundance only in the EOD group. These clusters of proteins with exclusive upregulation in the EOD (FDR <0.05) group belonged to processes such as mRNA processing, fatty acid metabolism, autophagy, and stress response mechanisms. Other processes such as cholesterol transport and phospholipid efflux showed a downward trend in the EOD group. Several other metabolic processes, including oxidative phosphorylation, amine catabolism, and fatty acid oxidation, were overall reduced in all IF groups compared to AL. We also observed distinct modulations of several kinases in a regimen-specific manner, with majority of the alterations occurring only with IF16 and EOD (Figure 1—figure supplement 2c). Several of the kinases involved in the regulation of key metabolic pathways, such as glycolysis, exhibited decreased abundance in comparison with the AL group (Figure 1b). With EOD, major determinants of insulin sensitivity such as AKT1 and mTOR were highly expressed, and several other stress-activated kinases MAPK9 and MAPK10, showed reduced abundance (Figure 1b and Figure 1—figure supplement 2c).

**Figure 1.**
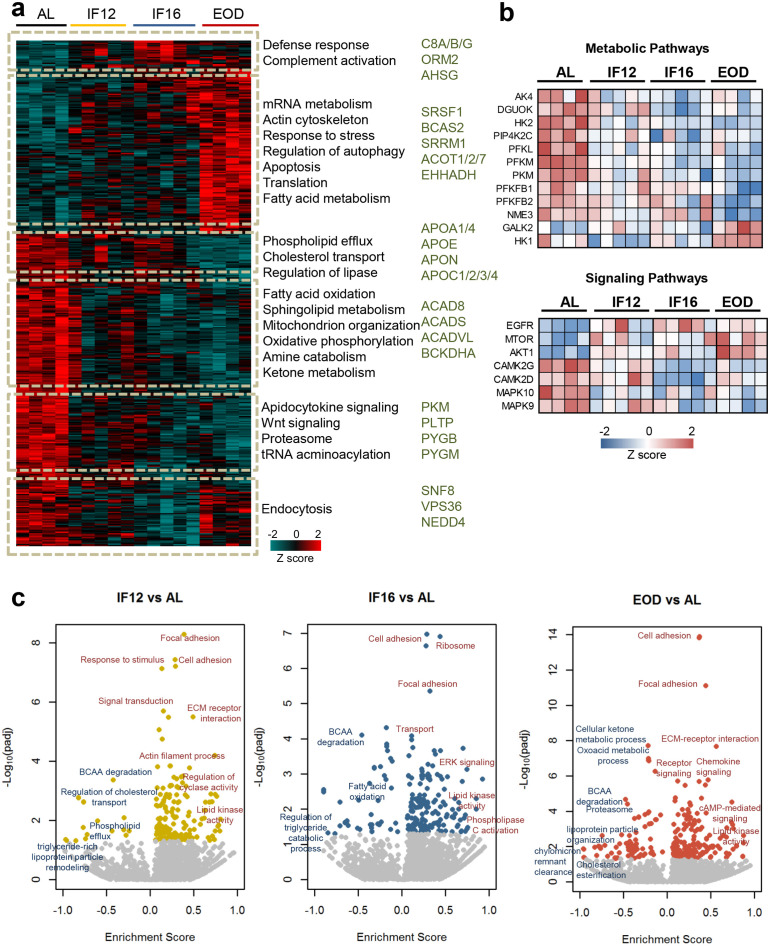
Impact of intermittent fasting on the heart proteome. (**a**) Hierarchical clustering of proteins significantly differentially expressed in each IF group and AL group (one-way ANOVA with Dunnett’s test). The color scale denotes z-score normalized protein abundances. Red denotes higher protein abundance, and blue lower protein abundance. Gene ontology-based biological processes and pathways significantly enriched in representative protein clusters across the different groups. Selected enzymes specifically modulated within each cluster are highlighted. (**b**) IF-modulated kinases involved in metabolic pathways and signaling pathways. (**c**) Enrichment analysis of modulated processes and pathways in the different IF groups in comparison to the AL group (1-D annotation enrichment using Wilcoxon-Mann-Whitney test). Each dot represents a functional process or pathway. A positive enrichment score denotes higher protein abundance, and a negative enrichment score denotes lower protein abundance. n=4–5 mice in each experimental group.

**Figure 1—figure supplement 1.**
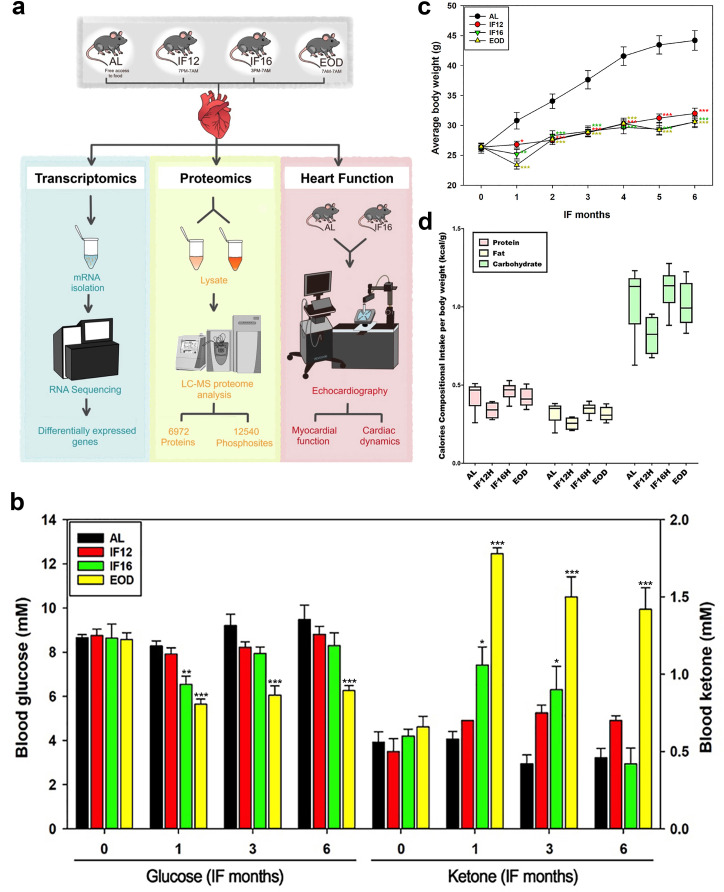
Experimental design and details of the study cohort. (**a**) Schema showing the experimental design of the current study. At the 6-month time point, mice were euthanized, and hearts were removed and processed for transcriptomic and proteomic analyses. Another set of mice were used for echocardiography experiments (n=10 mice/group) (**b**) Fasting blood glucose and ketone levels at the indicated time points. Values are the mean ± SEM (n=20 mice/group). *p<0.05, **p<0.01, ***p<0.001 compared to the AL group value (one-way ANOVA with Tukey’s post hoc test). (**c**) Average monthly body weights (**g**) of AL and IF mice during the experiments (6 months) (one-way ANOVA with Tukey’s post hoc test). (**d**) Overall compositional calorie intake by the mice in terms of protein, fat and carbohydrates per body weight (kcal/g).

**Figure 1—figure supplement 2.**
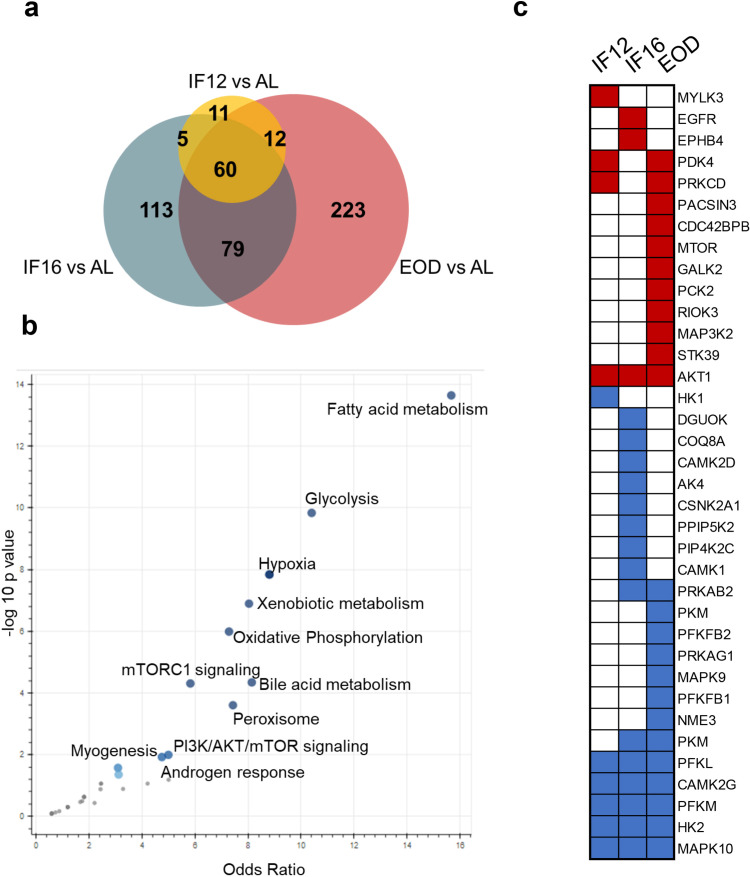
IF-responsive proteins distribution across different fasting regimens. (**a**) The overlap among the significantly differentially expressed proteins in each IF group compared to AL (one-way ANOVA with Dunnett’s post hoc test). (**b**) Volcano plot of terms from the MSigDB_Hallmark_2020 gene set for the enrichment of enzymes modulated with IF. The larger and darker-colored the point, the more significantly enriched the input gene set is for the term. (**c**) Comparison of kinase modulation across different IF regimens based on significance. Red indicates increased abundance, and blue indicates decreased abundance.

To understand the molecular events accompanying each IF regimen, we performed 1-D annotation enrichment (Cox and Mann, 2012) identifying processes enriched at higher and lower protein abundances (Figure 1c and Supplementary file 3). We observed upregulation of structural proteins involved processes such as focal adhesion and cell adhesion across all fasting regimens suggesting possible re-organization of the extracellular matrix interaction in heart tissues with IF. In addition, proteins regulating lipid kinase activity were observed in higher abundance in the hearts of mice from all three IF regimens compared to AL. We also observed specific signaling pathways to be selectively enriched in one IF regimen compared to the other IF regimens. For example, the IF12 group showed enrichment of proteins associated with cyclase activity, while the IF16 group displayed elevation of ERK signaling proteins. Signaling pathways involving the second messenger cAMP, however, were activated only with longer periods of fasting. This supports the notion that different IF regimens differentially modulate protein expression changes in the heart and impact signaling rewiring (Figure 1c and Supplementary file 3). Apart from components of lipid metabolism and transport that were reduced across all IF groups, our data also showed that branched-chain amino acid (BCAA) metabolism, which is known to regulate several anabolic and catabolic cellular cascades (Gannon et al., 2018), was significantly lower in all IF groups compared to the AL group (Figure 1c).

### Regimen-specific modulation of heart functional processes

The distinct and overlapping proteomic profiles for the three IF regimens suggested a progressive molecular and cellular remodeling of the heart in response to increasing fasting durations. While the overall metabolic responses were modulated across all regimens in comparison with AL, we further probed into regimen-specific differences to understand selective processes that were rewired with an increase in fasting duration (Figure 2a–c). Compared to AL, IF12 enhanced the processes that maintain the structural integrity of the heart, such as adhesion, extracellular structure, and cytoskeletal organization (Figure 2a). We also observed increased expression of proteins involved in the immune and stress response, and endocytosis and exocytosis events in IF12. Along with significant changes to the circulatory process, which displayed increased protein abundances, protein networks associated with heart rate regulation were also altered by IF12. As expected, proteins involved in metabolic processes such as sterol metabolism and transport, glucose utilization, and protein synthesis were downregulated (Figure 2a). While the protein trafficking network was enhanced in IF16, other immune functional networks (NF-κB and Wnt signaling, innate immune response, and T cell receptor signaling) and amino acid biosynthetic processes were downregulated in IF16 in comparison with IF12 (Figure 2b). Prolonged activation of NF-κB in immune cells occurs in several major cardiovascular diseases, including cardiac hypertrophy and heart failure, and aberrant Wnt signaling contributes to cardiac hypertrophy (Foulquier et al., 2018; Gordon et al., 2011). Changes in ion homeostasis and cardiac morphogenesis networks were also evident with an increase in fasting duration from IF12 to IF16. EOD introduced a wide spectrum of changes in the heart proteome. In addition to metabolic changes commonly, EOD led to epigenetic changes compared to IF16 (Figure 2c). Proteins associated with chromatin remodeling and organization, and those involved in histone and other protein modifications showed increased abundance. In parallel, proteins that regulate transcription initiation and termination, transcript splicing, and nuclear import were also upregulated in the hearts of EOD mice. Also, an increase in the mitotic and nuclear division regulatory networks was observed. This starkly contrasted to reductions in cell cycle-related pathways observed specifically in IF12 or IF16 groups. Additionally, DNA repair and organelle assembly protein networks were upregulated by EOD. Along with reduced immune response and ion and sterol transport, EOD exhibited a reduced abundance of components involved in mitochondrial electron transport chain (ETC), pyruvate metabolism, and ATP generation compared to IF16 mice (Figure 2c). EOD fasting also downregulated blood coagulation which may be crucial to reducing risk of pathological clot formation.

**Figure 2.**
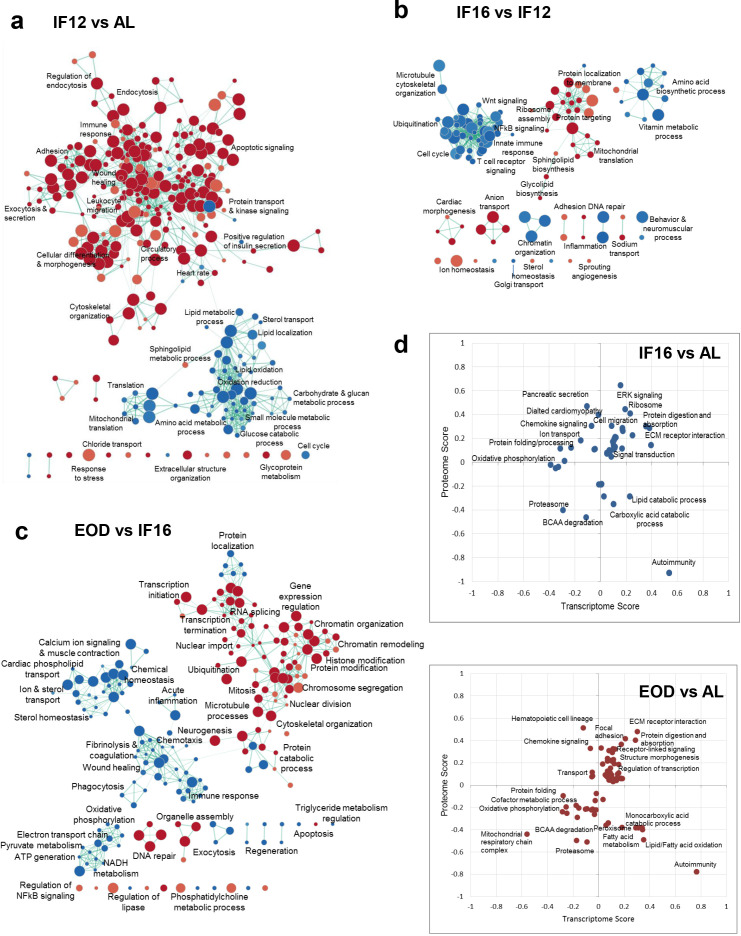
Differential effects of IF regimen functional processes. (**a**) Functional transition network that shows functional remodeling of heart proteome in response to IF12 (**a**), IF16 (**b**), and EOD (**c**) GSEA for biological processes and pathways performed for each IF regimen comparison is shown as an enrichment map. Functions significantly enriched (p<0.01, nominal p-value from empirical phenotype-based permutation test in GSEA) among the upregulated and downregulated proteins for each comparison are indicated by red and blue nodes, respectively. The size of the nodes indicates the number of proteins within the node and edges link nodes that share common proteins. (**d**) Functional processes and pathways altered by changes in transcriptome and proteome abundances through different IF regimens (Benjamini-Hochberg FDR <0.05, 2-D annotation enrichment using MANOVA test). Each dot on the plot represents a modulation in pathway or process. The scores indicate abundance changes of transcriptome or proteome levels over AL. Upregulation and downregulation of components are denoted by positive and negative scores, respectively. n=4–5 mice in each experimental group.

**Figure 2—figure supplement 1.**
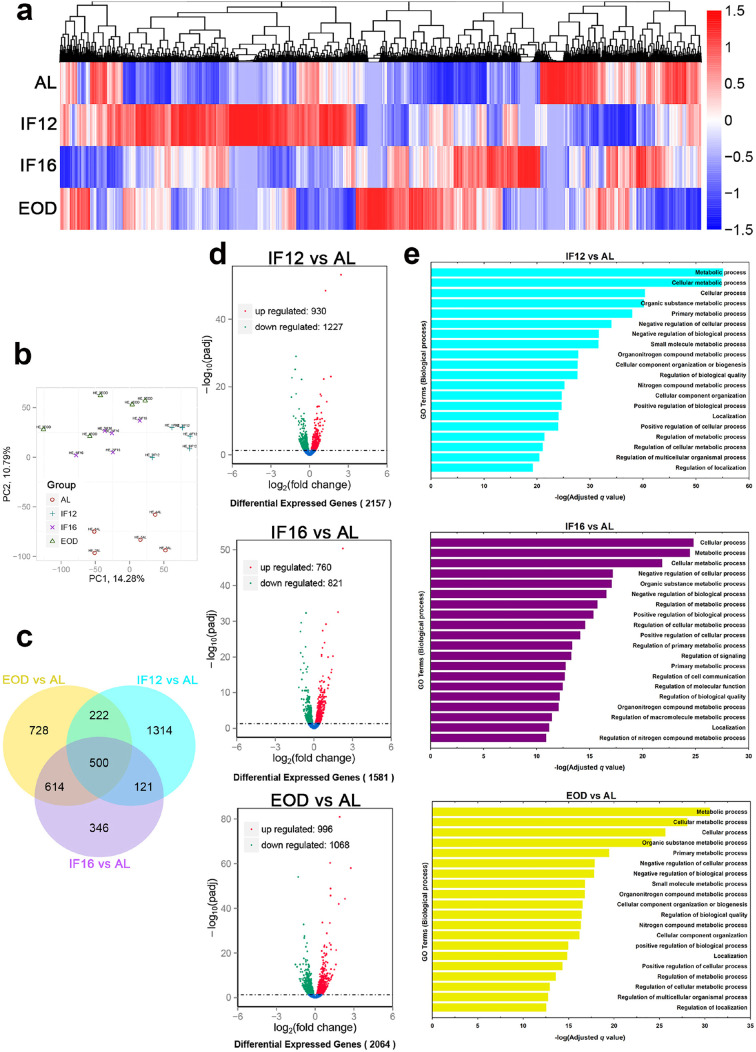
Transcriptomics-based analysis. (**a**) Hierarchical clustering of differentially expressed mRNAs in the three IF groups compared to the AL group. Upregulated genes are indicated in red and down-regulated genes are shown in blue. The color scale represents the log10 (average FPKM + 1) value. (**b**) Principal components analysis of RNA sequencing samples from AL, IF12, IF16, and EOD groups. (**c**) Venn diagram showing the distribution of differentially expressed mRNAs from IF12, IF16, and EOD groups compared to the AL group. (**d**) Volcano plots of differentially expressed mRNAs in IF12, IF16, and EOD groups compared to the AL group. The threshold of differential expression was set at p<0.05. Each dot represents an individual gene (blue: no significant difference; red: upregulated gene; green: down-regulated gene). Volcano plot of statistical significance (-log10 q-value) against enrichment (log2 fold change) of differentially expressed genes. (**e**) Significantly enriched GO terms in each category of the biological process for each IF group compared to the AL group. (n=5 mice/group). FPKM, fragments per kilobase of transcript per million mapped reads.

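In the hearts of IF12 mice, 855 of 13954 genes were higher and 1066 were lower than in AL hearts. IF16 hearts had 660 genes higher and 653 lower than AL, and EOD hearts had 1174 higher and 1146 lower. With limma on log2(FPKM + 1) the balance turned to 1290 genes higher, IF12 vs AL, and 354 genes lower, IF12 vs AL, and IF16 had 771 genes higher, IF16 vs AL, and 432 genes lower, IF16 vs AL. Adamts4, a secreted protease that cleaves aggrecan (chromosome 1, 171250421 to 171260637), was at 0.240 ± 0.121 CPM in AL and rose to 1.65 ± 0.301 in IF12, 1.14 ± 0.351 in IF16 and 1.57 ± 0.502 in EOD (n = 5 mice each). Mthfd1l, a mitochondrial enzyme of folate metabolism (chromosome 10, 3973118 to 4167081), fell in the 3 regimens, with log2 fold changes of -2.14 (standard error 0.23), -1.43 (0.21) and -1.98 (0.22) and adjusted p = 4.3e-06, 1.1e-04 and 1.4e-06. Angptl4, an inhibitor of lipoprotein lipase (chromosome 17, 33773750 to 33781830), was at 5.92 ± 2.75 CPM in AL and 5.66 ± 2.24 in IF12, and rose to 68.3 ± 21.1 in IF16 and 71.2 ± 27.2 in EOD. In IF12, Scd1, the desaturase that makes oleic acid, rose with a log2 fold change of 4.09 (standard error 0.83, adjusted p = 0.0058), from 20.2 ± 4.23 CPM in AL to a mean of 344 with an SD of 362. The first IF12 mouse had 900 CPM of Scd1 and the fourth 512, against 34.6, 96.4 and 175 in the others, and without the first mouse the value of Scd1, IF12 vs AL, was 3.34 (adjusted p = 0.0149). It rose by 3.21 in IF16 (adjusted p = 0.0196) and by 2.47 in EOD (adjusted p = 0.0408), where Scd1, EOD vs AL, missed the threshold without any 1 of the AL mice (adjusted p = 0.0698 to 0.086) and without EOD mouse 2, 4 or 5 (0.0576, 0.1 and 0.0784). In IF12, 6 of 7 adipocyte markers also rose (adjusted p = 1.43e-04, and adjusted p = 0.268 with an estimated correlation), and Scd1 followed their mean log2 CPM, with r = 0.893 (95% interval 0.723 to 0.961) across the 20 libraries after group means were removed. The log2 ratio of Scd1 to these markers was 3.88 ± 0.63 in AL, 5.16 ± 0.70 in IF12, 6.18 ± 0.31 in IF16 and 5.59 ± 0.64 in EOD (exact permutation test against AL, p = 0.0159, 0.00794 and 0.00794), and r and ratio were computed after the results were seen. Tcap, a protein of the sarcomeric Z-disc, fell in IF12 from 2815 ± 490 to 1006 ± 249 CPM. Tfrc, the transferrin receptor, had a log2 fold change of -1.23 (standard error 0.14, adjusted p = 8.4e-06) in IF16, and Kcnj14, a potassium channel, had -2.05 (0.28, adjusted p = 1.8e-05) in EOD. Of the genes called, 457 were called in all 3 regimens: 199 higher in each, 252 lower in each and 6 in mixed directions. Another 596 were called in IF16 and EOD, 273 in IF12 and EOD, and 57 in IF12 and IF16, while 1134 were called in IF12 alone, 203 in IF16 alone and 994 in EOD alone. Lists of these sizes drawn independently would share 3.4 higher and 4.1 lower genes, which leaves out the shared AL libraries, and 20 simulated experiments gave at most 0 genes called in all 3, which leaves out the effects of diet, so the size of a shared effect cannot be read from either. With the AL mice divided between the 2 comparisons in 10 ways, IF12 and IF16 shared a median of 45 higher and 56.5 lower genes (3.82 and 4.9 for independent lists), IF12 and EOD 81 and 117.5 (11.3 and 13.2), and IF16 and EOD 197.5 and 178.5 (12.8 and 11.9). Dividing the AL mice does not remove a difference that all AL hearts share. AL hearts collected at another hour of the morning would also give calls shared by the regimens, and this stays open. In a principal component analysis of log2 CPM, the first component held 16.5% of the variance and the second 13.9%. The first component divided the AL mice, with mice 1 and 2 at -13.31 and -10.06 and mice 3 to 5 at 10.03 to 18.35. On it IF12 hearts lay at 12.95 to 18.44, IF16 hearts at -16.04 to -0.939 and EOD hearts at -27.97 to 2.50, so this axis does not follow diet alone. AL hearts lay between 16.97 and 29.68 on the second component, where every fasting heart lay below 0, and group centroids differed for AL against each regimen (exact permutation test over 126 splits, 2-sided p = 0.00794), and not for EOD against IF16 (exact permutation test, p = 0.254). The 10 libraries above 10 CPM of Myh4 in AL, IF16 and EOD gave 335 genes for IF16 and 573 for EOD against AL. Without the second AL mouse, IF12 had 463 genes higher and 538 lower and 285 genes were called in all 3 regimens, and without the third AL mouse IF16 had 428 higher and 378 lower.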

**Figure 2—figure supplement 2.**
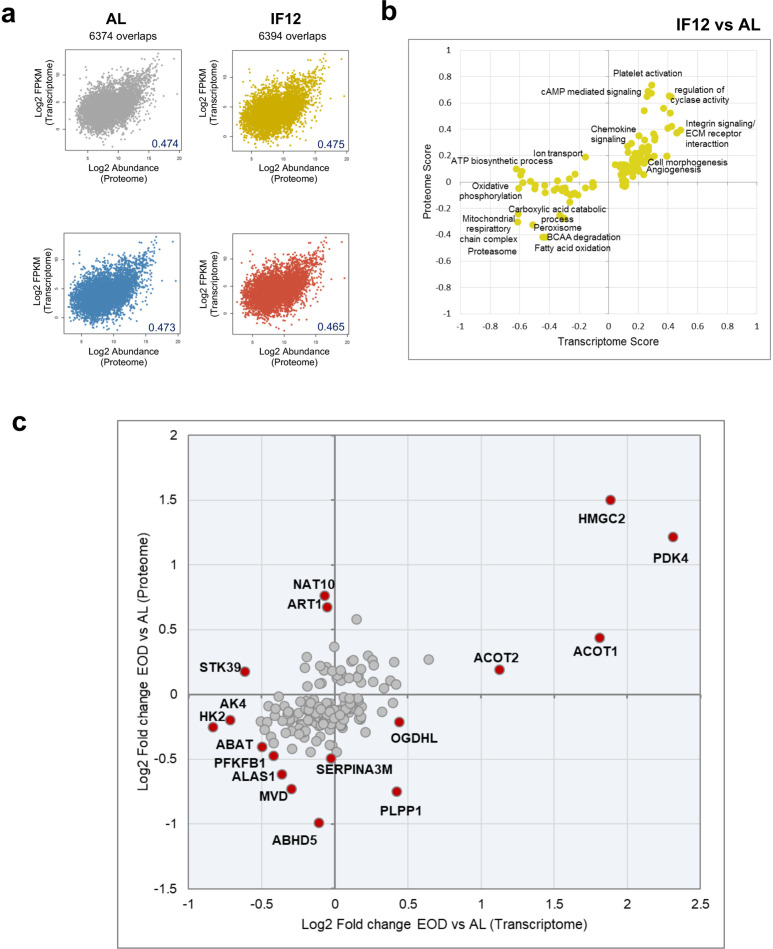
Comparison of IF-induced transcriptome and proteome rewiring. (**a**) Comparison of proteome and transcriptome abundances in AL and different IF groups. Protein levels are represented by average log-transformed normalized abundances, and transcriptome levels are represented using average log-transformed FPKM within each group (**b**) Functional processes and pathways altered by changes in transcriptome and proteome abundances at IF12 (Benjamini-Hochberg FDR <0.05, 2-D annotation enrichment using MANOVA test). Each dot on the plot represents a modulation in a pathway or process. The scores are indicative of abundance changes of transcriptome or proteome levels over AL. Upregulation and downregulation of components are denoted by positive and negative scores, respectively. (**c**) EOD induced fold changes in mRNA (x-axis) and protein abundances of enzymes (y-axis) in comparison to AL.

**Figure 2—figure supplement 3.**
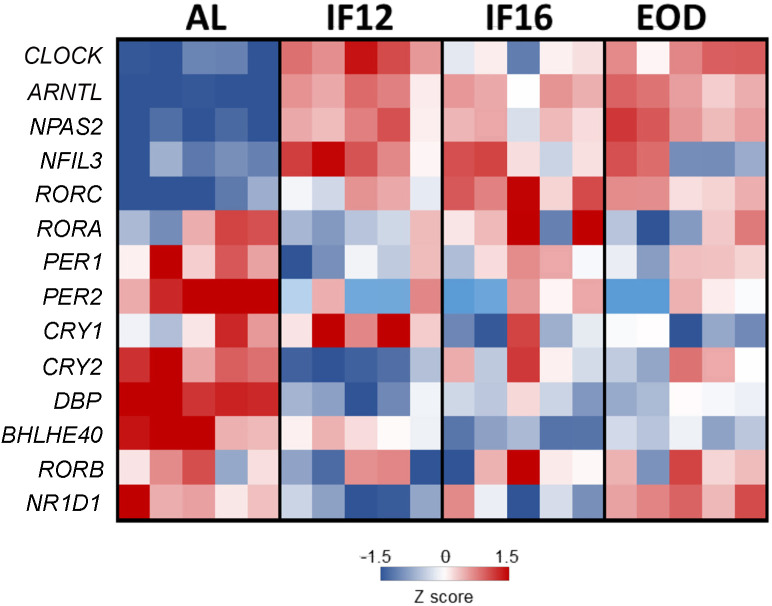
Analysis of the core clock components genes. Differentially expressed mRNAs for clock genes in the three IF groups compared to the AL group (heat map). Most of the clock gene transcripts displayed differential expression profile compared to the AL control group irrespective of the different fasting regimens (Wald test as implemented in DESeq). IF12 and IF16 groups showed similar trend and did not particularly differ from the EOD fasting group. Red border denotes increased expression, and blue border denotes decreased expression compared to AL.

### Post-transcriptional buffering of IF-responsive proteins

While we established that IF impacts the heart proteome and relays a regimen-specific effect on the expression patterns of proteins, we next investigated the transcriptome to probe IF-induced effects. 

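Polyadenylated RNA from the hearts of 20 male C57BL/6 mice, an inbred laboratory strain, was sequenced as paired reads, with 5 mice in each of 4 groups. AL mice ate ad libitum, IF12 and IF16 mice fasted for 12 h or 16 h of each day, and EOD mice fasted for 24 h on alternate days, all for 6 months from an age of 3 months. IF12 and IF16 mice ate in the light phase, hearts were collected in the morning, and EOD hearts were collected on a day without food. The last fast before collection therefore went with the regimen. Its effect and that of the 6 months on the regimen cannot be told apart here. The authors mapped the reads with TopHat2 and counted fragments per gene with HTSeq, and the deposited values are raw counts and FPKM (fragments scaled to the length of the transcript and to the mapped reads) for each gene and library. The paper states 48.5 M clean reads per sample, of which 43.7 M (90.1%) were mapped. The gene counts used here are fewer and sum to between 15317239 and 21279523 per library, with a median of 18125280. By group, the total count ranged from 16173666 to 20984781 (median 17907596) in AL and from 15317239 to 16731757 (median 16396961) in IF12. It ranged from 17983862 to 21279523 (median 18986764) in IF16 and from 16007104 to 20073946 (median 19448695) in EOD. Transcripts of the mitochondrial genome took 18.7% to 25.1% of the counts of a library. Genes of fast skeletal muscle also had counts in part of the hearts: Myh4, a fast myosin heavy chain, was above 10 CPM (counts scaled to equal library totals) in 2 AL, 1 IF12, 5 IF16 and 3 EOD libraries and below 1 CPM in 3 AL, 1 IF12, 0 IF16 and 2 EOD libraries. The counts of all 20 libraries were fitted together with edgeR's quasi-likelihood model, which normalizes libraries by TMM, and 13954 of 35275 genes had enough counts to be tested. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 over these genes, with no threshold on the fold change. Lists of genes were compared with all other genes by camera, with a preset correlation of 0.01 between genes of a list and again with the correlation estimated from the libraries. Levels are TMM-normalized CPM as mean ± SD over 5 mice, and positions are those of the GENCODE M21 annotation of GRCm38, looked up by Ensembl identifier.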

For this, we performed RNA-seq based transcriptome profiling for heart tissues obtained from mice in different IF regimens (Figure 2—figure supplement 1 and Supplementary file 4). We obtained corresponding transcript readouts using RNA sequencing for approximately 93% of the proteins that were quantified across the different regimens. 

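Transcript and protein abundance were compared across genes within each group, for proteins of Supplementary file 1 matched by gene to the RNA-seq data. The part of that table analysed here is its first 1118 of 6972 entries, which are the most abundant proteins, and 1058 genes had both values. Across these genes, Pearson's r between log2 mean FPKM (n = 5 libraries) and log2 mean normalized protein abundance was 0.474 in AL (4 animals for protein), 0.468 in IF12 (5 animals) and 0.478 in IF16 (5 animals). Taken library by library against the same protein means, r ran from 0.465 to 0.478 in AL, from 0.455 to 0.468 in IF12 and from 0.467 to 0.483 in IF16, so the 3 groups overlapped. The spread between libraries was an SD of 0.00507 in AL, 0.00482 in IF12 and 0.00659 in IF16. EOD was not analysed here. Genes are not independent replicates and the proteins are the abundant ones, so these r describe the genes held and carry no p.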

Comparison of correlation across transcripts and proteins abundance across the different groups revealed only a modest correlation as expected (Pearson correlation coefficient ~0.47; Figure 2—figure supplement 2a), ruling out any regimen-specific differences. We next performed 2-D enrichment analyses to reveal correlated and non-correlated functional processes at the proteome and transcriptome levels (Supplementary file 5). This revealed that structural processes such as ECM-receptor interaction and metabolic pathways involving BCAA degradation showed consistent changes in proteome and transcriptome with IF (Figure 2d and Figure 2—figure supplement 2b). Nevertheless, with increased fasting hours, mainly in the EOD group, we observed a trend shift in the direction of proteome and transcriptome abundances (Figure 2d). 

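Transcripts of ECM-receptor interaction, the collagens, laminins and other matrix proteins with the integrins that bind them, were higher as a group in each regimen. Of 67 such genes, 23 rose and 2 fell in IF12 (28 and 3 adjusted over the list alone), 15 rose and 0 fell in IF16 (16 and 0), and 18 rose and 2 fell in EOD (19 and 3). Col5a3, a fibrillar collagen chain, rose with log2 fold changes of 1.31 (standard error 0.12, adjusted p = 1.1e-06) in IF12, 0.97 (0.12, adjusted p = 2.4e-05) in IF16 and 1.24 (0.12, adjusted p = 2.9e-07) in EOD. Col4a1 and Col4a2, the main collagen chains of basement membranes, rose by 0.59 and 0.47 in IF12, 0.48 and 0.44 in IF16, and 0.59 and 0.58 in EOD. The list's median log2 fold change was 0.20, 0.12 and 0.10, with camera adjusted p = 8.7e-10, 7.0e-05 and 2.7e-04, and with adjusted p = 0.00183, 0.0277 and 0.0438 with an estimated correlation. Of 27 genes for the degradation of branched-chain amino acids (BCAA), 18 fell and 0 rose in IF12 (21 fell adjusted over the list alone). In IF16, 2 fell and 1 rose (4 and 1), and in EOD 7 fell and 2 rose (9 and 2). Bckdhb, a subunit of the branched-chain ketoacid dehydrogenase, fell by 0.32 on the log2 scale in IF12 (standard error 0.05, adjusted p = 3.2e-04). Oxct1, which also opens ketone body oxidation, fell by 0.33 in IF12, 0.39 in IF16 and 0.56 in EOD (adjusted p = 2.9e-07 in EOD). Mlycd, a list member that removes malonyl-CoA and is not itself an enzyme of BCAA breakdown, rose by 0.71 in IF16 and 0.85 in EOD. For Mccc2, a carboxylase of leucine breakdown, the log2 fold change in EOD was -0.23 (adjusted p = 0.00295). The paper's value for its protein in Supplementary file 2 is -0.233, given here without its adjusted p. The list's median was -0.20 in IF12 (camera adjusted p = 7.9e-11, and adjusted p = 0.0386 with an estimated correlation). Its median was -0.07 in IF16 (adjusted p = 0.043, and adjusted p = 0.624 with an estimated correlation) and -0.08 in EOD (adjusted p = 0.0106, and adjusted p = 0.541 with an estimated correlation). By direct contrast 10 of these genes were higher and 0 lower in IF16 than in IF12 (adjusted p = 9.68e-06, and adjusted p = 0.288 with an estimated correlation), and 8 higher and 3 lower in EOD than in IF12 (adjusted p = 0.00321, and adjusted p = 0.715 with an estimated correlation). Markers of other cell types moved beside the matrix genes: 4 of 9 endothelial markers rose in IF12, 3 in IF16 and 5 in EOD, among them the receptors Tek and Tie1, and 2, 3 and 2 of 9 fibroblast markers rose, among them Pdgfra. Col1a1, which rose in each regimen, is counted in both the fibroblast and the ECM-receptor lists. The branched-chain amino acid degradation list, IF16 vs AL, missed the threshold without AL mouse 1, 2 or 5 (adjusted p = 0.0994, 0.0812 and 0.0768) and without IF16 mouse 3, 4 or 5 (adjusted p = 0.116, 0.07 and 0.0546).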

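Targets of PPAR alpha, the nuclear receptor that turns on fatty acid use in fasting, separated the longer fasts from IF12. Whether the last fast before collection or the months on the regimen did so cannot be told apart in these data. Of 27 such genes, 24 were higher and 0 lower in EOD than in IF12 (25 adjusted over the list alone), and 21 were higher and 0 lower in IF16 than in IF12 (24), with median log2 fold changes of 0.41 and 0.29. Ucp3, a mitochondrial carrier that rises with fatty acid supply (chromosome 7, 100472990 to 100486432), was at 15.5 ± 13.0 CPM in IF12, 124 ± 12.9 in IF16 and 129 ± 12.3 in EOD (n = 5 mice each). Txnip, which restrains glucose uptake, was at 202 ± 52.7 CPM in IF12 and 726 ± 49.7 in IF16, while Ppp1r3c, a scaffold of glycogen synthesis, went from 147 ± 13.8 to 67.9 ± 6.17 CPM. Genes of fatty acid beta-oxidation followed: of 31, 22 were higher in EOD than in IF12 and 19 in IF16 than in IF12, with 0 lower in both (25 and 25 adjusted over the list alone). The beta-oxidation and PPAR alpha lists share members, among them Ehhadh and Decr1, so their counts are not independent. Nuclear genes of oxidative phosphorylation went the same way in fewer members, with 16 of 63 higher in EOD than in IF12 and 5 in IF16 than in IF12. The 63 belong to complexes I to IV and hold no gene of the ATP synthase. Against AL, the 12 cardiomyocyte markers had a median log2 fold change of -0.11 in IF12 (bootstrap interval over markers -0.16 to -0.04). A lower share of cardiomyocyte RNA in IF12 hearts may account for part of the beta-oxidation and oxidative phosphorylation differences. That share stays open. In total, 1207 genes were higher and 777 lower in EOD than in IF12, and 760 higher and 607 lower in IF16 than in IF12. With limma on log2(FPKM + 1) the balance turned to 753 genes higher, EOD vs IF12, and 1125 genes lower, EOD vs IF12, and to 473 genes higher, IF16 vs IF12, and 777 genes lower, IF16 vs IF12. EOD and IF16 differed in 6 higher and 4 lower genes, among them the lipase Pnpla2, at 694 ± 26.4 CPM in IF16 and 1008 ± 109 in EOD, and the glucose transporter Slc2a4, at 342 ± 23.2 and 274 ± 16.5. Between EOD and IF16, 1234 genes had an unadjusted p under 0.05, DESeq2 gave 99 genes, and leaving out single mice gave 2 to 10 genes higher and 0 to 7 lower. Over the 1984 genes that differed between EOD and IF12, the mean of IF16 lay at a median of 0.725 of the way from IF12 to EOD. These genes were picked by the gap between IF12 and EOD in the same libraries, which favours wide gaps. The value therefore does not by itself place IF16 short of EOD. The PPAR alpha list had camera adjusted p = 5.6e-44 for EOD and 2.4e-32 for IF16 against IF12, and adjusted p = 0.00276 and 0.0141 with an estimated correlation. Beta-oxidation had adjusted p = 1.9e-19 and 8.1e-16 (adjusted p = 0.0646 and 0.129 with an estimated correlation), and oxidative phosphorylation 6.0e-08 and 2.5e-06 (adjusted p = 0.715 and 0.747 with an estimated correlation). With Myh4 above 10 CPM as a covariate, the fit gave 126 genes higher, IF16 vs IF12, and 102 genes lower, IF16 vs IF12, where 5 IF16 libraries and 1 IF12 library were above that level. Without the first IF16 mouse, 482 genes were higher and 322 lower in IF16 than in IF12. Every IF12 heart also lay above every IF16 and EOD heart on the first principal component, an axis that does not follow diet alone.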

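Of 31 genes of fatty acid beta-oxidation, 16 fell and 0 rose in IF12 (21 fell adjusted over the list alone), 3 rose and 1 fell in IF16 (3 and 1), and 10 rose and 1 fell in EOD (11 and 2). In IF12, Ech1, Acaa2, Scp2 and Hadh, enzymes of mitochondrial or peroxisomal beta-oxidation, fell by 0.34, 0.34, 0.23 and 0.22 on the log2 scale. Ehhadh, the bifunctional enzyme of peroxisomal beta-oxidation, rose by 1.30 (standard error 0.15) in IF16 and 1.02 in EOD. The median log2 fold change of the list was -0.19 in IF12 (camera adjusted p = 8.5e-09, and adjusted p = 0.193 with an estimated correlation), 0.03 in IF16 (adjusted p = 0.101) and 0.11 in EOD (adjusted p = 0.00378, and adjusted p = 0.621 with an estimated correlation). In IF12 the median of cardiomyocyte markers was -0.11 (95% bootstrap interval over markers -0.16 to -0.04), and those of endothelial and macrophage markers were 0.18 and 0.13. Fibroblast and mural cell markers had medians of 0.12 (-0.13 to 0.31) and 0.04 (-0.09 to 0.20). Among the 6 genes of ketone body metabolism, an acid catabolism that fasting draws on, 4 fell and 1 rose in IF12, and 3 fell and 1 rose in IF16 and in EOD. Bdh1, the ketone body dehydrogenase, fell by 0.90, 1.18 and 1.40 in IF12, IF16 and EOD, and the list had adjusted p = 0.0187 in IF12 (adjusted p = 0.268 with an estimated correlation), 0.0767 in IF16 and 0.0861 in EOD. Of 20 genes of antigen presentation, which term lists of autoimmune disease hold in large part, 1 rose in IF12 (1 adjusted over the list alone) and 0 changed in IF16 or EOD. That gene was Ciita, the activator of MHC class II genes, with a log2 fold change of 1.39 (standard error 0.35, adjusted p = 0.014), and the list's median was 0.69 in IF12, 0.05 in IF16 and 0.34 in EOD. The list's adjusted p was 6.4e-05 in IF12 (adjusted p = 0.532 with an estimated correlation), 0.697 in IF16 and 0.0861 in EOD. Without the second IF12 mouse the camera adjusted p in IF12 was 0.0187, the highest with 1 mouse left out. Of 8 lymphocyte markers 1 rose in IF12 and 0 fell, with a median of 0.84 and their highest levels in the second IF12 mouse (adjusted p = 0.0187, and adjusted p = 0.481 with an estimated correlation). Of 25 chemokines and their receptors, 1 rose and 2 fell in IF12, 1 rose and 3 fell in IF16, and 1 rose and 4 fell in EOD. Ackr4, a scavenging receptor for chemokines, fell by 1.01 in IF12 and 1.19 in EOD, and Ccl11, which attracts eosinophils, fell by 0.76 in IF16 and 0.80 in EOD. Cxcl13, which attracts B cells, rose by 1.23 in IF12 (adjusted p = 0.016), while Cxcl1, which attracts neutrophils, fell by 1.72 in EOD (adjusted p = 0.0084). The chemokine list had adjusted p = 0.284 in IF12, 0.593 in IF16 and 0.222 in EOD, with a median of 0.21, 0.11 and -0.02. The fatty acid beta-oxidation list, IF16 vs AL, passed without AL mouse 1 or 2 or IF16 mouse 3 (adjusted p = 0.0342, 0.0277 and 0.00596), and the antigen presentation list, EOD vs AL, passed without AL mouse 1 or EOD mouse 3 or 4 (adjusted p = 0.0133, 0.0281 and 0.0268).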

Metabolic processes associated with fatty acid oxidation and monocarboxylic acid catabolic processes and immune processes related to autoimmunity and chemokine signaling showed the most noticeable drifts. On investigating the fatty acid oxidation cluster, we noticed that many of the key enzymes involved in the beta-oxidation of unsaturated (ECI1/2) and long-chain (or very long-chain) fatty acids (HADHA/B and ACADVL) showed differential transcript and protein abundances suggesting plausible buffering of protein levels beyond transcriptional regulation with IF. 

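Transcripts of the beta-oxidation enzymes Eci1, Eci2, Hadha, Hadhb and Acadvl were lowest in IF12 and highest in EOD hearts. Eci2, an isomerase needed for unsaturated fatty acids (chromosome 13, 34977748 to 35027096), was at 124 ± 9.04 CPM in AL, 106 ± 3.79 in IF12, 136 ± 6.92 in IF16 and 150 ± 8.17 in EOD (n = 5 mice each). It fell in IF12 (log2 fold change -0.23, standard error 0.06, adjusted p = 0.0117) and rose in EOD (0.28, standard error 0.06, adjusted p = 8.98e-04), and IF16 gave 0.14 (adjusted p = 0.123). Eci1, the other mitochondrial isomerase (chromosome 17, 24426641 to 24439348), was at 387 ± 24.2, 345 ± 31.1, 424 ± 27.6 and 447 ± 31.8 CPM in the same order, with adjusted p = 0.0898 in IF12, 0.24 in IF16 and 0.0323 in EOD. Hadha and Hadhb encode the subunits of the mitochondrial trifunctional protein and lie side by side on chromosome 5 (30118304 to 30155162 and 30155248 to 30184593). Hadha was at 1938 ± 91.3 CPM in AL, 1739 ± 85.0 in IF12, 2026 ± 135 in IF16 and 2197 ± 138 in EOD, with adjusted p = 0.0633, 0.549 and 0.0294 against AL. Hadhb had log2 fold changes of -0.16 (adjusted p = 0.0406), -0.02 (adjusted p = 0.838) and 0.11 (adjusted p = 0.174), and Acadvl, the very long-chain acyl-CoA dehydrogenase, -0.21 (adjusted p = 0.0158), 0.06 (adjusted p = 0.573) and 0.16 (adjusted p = 0.0504). Between EOD and IF12 the 5 transcripts differed by 0.27 to 0.51 on the log2 scale, from adjusted p = 0.00116 for Hadhb to adjusted p = 2.13e-06 for Eci2. The paper's log2 fold changes of the proteins in EOD are 0.012 for ECI1, -0.077 for ECI2, -0.085 for HADHA, -0.106 for HADHB and -0.119 for ACADVL, and its Dunnett adjusted p is 0.598, 0.363, 0.662, 0.287 and 0.0217 (Supplementary file 2). From transcript and protein abundances that differ for these enzymes, the paper proposes that protein levels are buffered beyond transcriptional regulation. Eci1, EOD vs AL, lost its call without AL mouse 3, 4 or 5 or EOD mouse 1 or 2 (adjusted p = 0.0886, 0.0509, 0.0709, 0.0803 and 0.0797), and Hadha, EOD vs AL, without AL mouse 3, 4 or 5 or EOD mouse 1 (0.0657, 0.0691, 0.0668 and 0.0934). Acadvl, EOD vs AL, passed without AL mouse 1 or 2 (adjusted p = 0.032 and 0.0321) and Acadvl, IF12 vs AL, missed without them (0.0508 and 0.0519). Eci1, IF12 vs AL, passed without IF12 mouse 2 (0.0285), and Hadhb, IF12 vs AL, missed in 8 of 10 such fits (up to 0.101).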

In comparing the enzyme abundances (Figure 2—figure supplement 2c), we found that some enzymes showed conserved correlation across different IF groups implying concerted rewiring of both transcriptome and proteome (Figure 2—figure supplement 2c, Supplementary file 2, and Supplementary file 4). 

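Pdk4 and Acot1 transcripts rose in IF16 and EOD, and that of Hk2 fell. Pdk4, the kinase that switches off pyruvate dehydrogenase (chromosome 6, 5483351 to 5496309), was at 308 ± 82.6 CPM in AL, 550 ± 252 in IF12, 2454 ± 577 in IF16 and 2568 ± 453 in EOD (n = 5 mice each), with adjusted p = 0.0529, 9.7e-06 and 2.9e-06 against AL. The paper's log2 fold changes of PDK4 protein are 0.542, 0.436 and 1.217 in IF12, IF16 and EOD (Supplementary file 2). Acot1, a thioesterase that releases fatty acids from CoA (chromosome 12, 84009490 to 84018371), rose by 1.58 in IF16 and 2.10 in EOD, and by 0.54 in IF12 (adjusted p = 0.0458, and up to 0.102 in the 8 of 10 fits without a mouse in which it missed). Its sequence is nearly identical to that of its paralog Acot2, and reads from both cannot always be assigned. Acot2 had log2 fold changes of -0.01 (adjusted p = 0.97), 0.78 (adjusted p = 1.1e-04) and 1.20 (adjusted p = 2.1e-07). Going down were Hk2, a hexokinase that traps glucose, with -0.18 (adjusted p = 0.123), -0.63 (adjusted p = 1.1e-05) and -0.86 (adjusted p = 6.3e-08), and Alas1, the first enzyme of heme synthesis, with -0.30 (adjusted p = 0.0144), -0.55 (adjusted p = 5.9e-05) and -0.37 (adjusted p = 0.00151). Abat, which breaks down the transmitter GABA, fell by 0.53 in EOD (adjusted p = 3.1e-04), and Ak4, a mitochondrial adenylate kinase, fell by 0.47 in IF16 and 0.74 in EOD. In EOD the paper's protein values are -0.254 for HK2, -0.618 for ALAS1, -0.403 for ABAT and -0.197 for AK4. Ogdhl, a paralog of the 2-oxoglutarate dehydrogenase, rose in EOD by 0.47 (adjusted p = 9.0e-05), where the paper's protein value is -0.215, and Stk39, a kinase of ion transport, fell by 0.63 (adjusted p = 8.0e-07), where it is 0.177. Abhd5, the activator of the lipase Pnpla2, had -0.11 in EOD (adjusted p = 0.321) beside the paper's protein value of -0.992. The protein values here are differences of group medians over 4 or 5 animals, without the paper's Dunnett adjusted p. A small one, such as -0.215 or 0.177, is therefore not shown to be a change. Pdk4, IF12 vs AL, passed without IF12 mouse 5 (adjusted p = 0.0141).

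**Figure D1:**
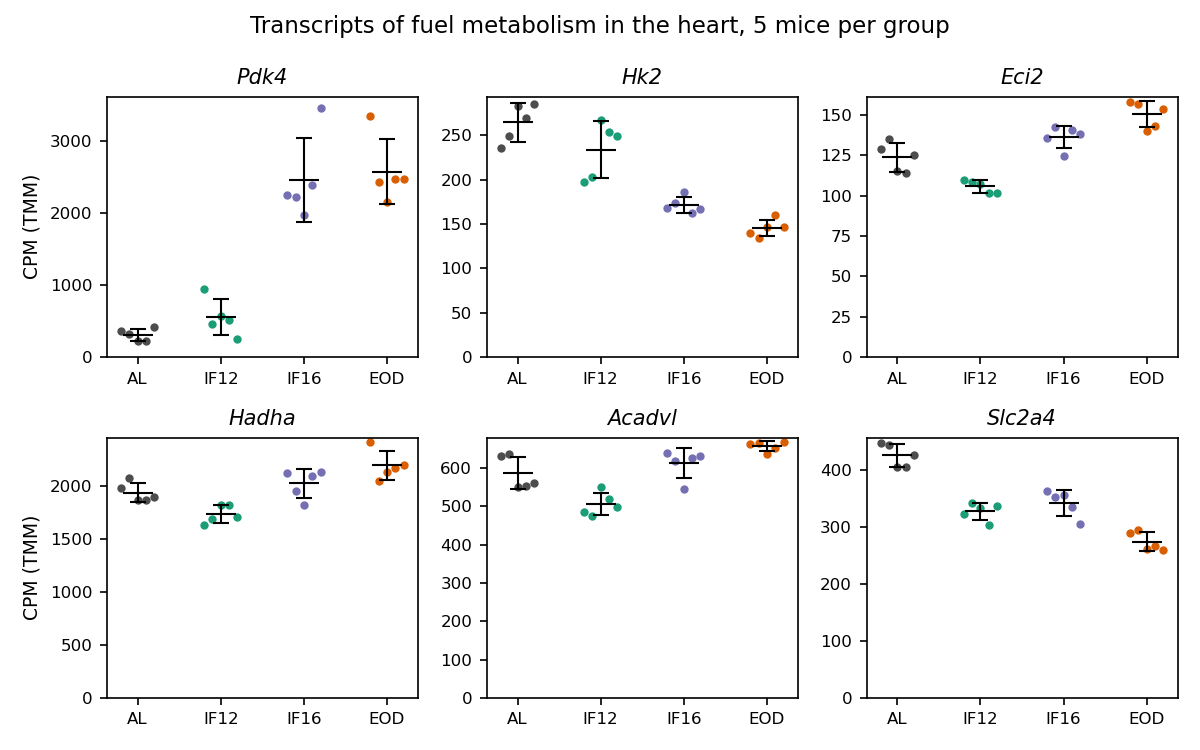
TMM-normalized CPM of Pdk4, Hk2, Eci2, Hadha, Acadvl and Slc2a4 in each heart (points) with the mean and SD of the 5 mice of a group (bars), for AL, IF12, IF16 and EOD, on linear axes that start at 0. Pdk4 has means of 308 and 550 in AL and IF12 and of 2454 and 2568 in IF16 and EOD.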

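Plpp1, a lipid phosphatase of the plasma membrane that lies on chromosome 13 from 112800792 to 112867894, was measured at 43.8 ± 5.14 CPM in AL hearts, 44.3 ± 2.61 in IF12, 50.8 ± 4.16 in IF16 and 60.3 ± 6.32 in EOD (n = 5 mice each). Its transcript rose in EOD, with a log2 fold change of 0.46 (standard error 0.08, adjusted p = 2.28e-04 from edgeR's quasi-likelihood test), and was also higher in EOD than in IF12 (0.44, adjusted p = 6.01e-04). In IF12 it had 0.02 (adjusted p = 0.913) and in IF16 0.21 (adjusted p = 0.0968), and Plpp1, IF16 vs AL, passed without AL mouse 2 (adjusted p = 0.0354). The paper's log2 fold changes of PLPP1 protein are 0.117 in IF12, 0.081 in IF16 and -0.748 in EOD (Supplementary file 2), given here without their adjusted p.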

Phospholipid phosphatase 1 (PLPP1) which is involved in the synthesis of glycerolipids and lipid uptake showed a dramatic decrease in protein abundance in the EOD group despite a modest increase in the corresponding transcript abundance. N-acetyltransferase NAT10 involved in histone acetylation and chromatin organization, ribonuclease RNASE4 participating in mRNA cleavage, and spliceosome-associated protein CWC27 involved in mRNA splicing all showed an exclusive increase only in the protein level with no observed changes in the mRNA level. 

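Nat10 and Cwc27 transcripts stayed within the spread of the AL hearts in each regimen. Nat10 (chromosome 2, 103721256 to 103761270) was at 16.6 ± 1.84 CPM in AL, 15.7 ± 0.959 in IF12, 15.2 ± 1.77 in IF16 and 15.8 ± 1.11 in EOD (n = 5 mice each), with log2 fold changes of -0.07 (standard error 0.09, adjusted p = 0.624), -0.13 (0.09, adjusted p = 0.419) and -0.07 (0.09, adjusted p = 0.678). The paper's value for NAT10 protein in EOD is 0.761 on the log2 scale (Supplementary file 2), given here without its adjusted p. Cwc27 (chromosome 13, 104631140 to 104817142) was at 10.6 ± 1.22 CPM in AL, 9.81 ± 0.151 in IF12, 10.2 ± 0.644 in IF16 and 9.94 ± 0.773 in EOD, with adjusted p = 0.413, 0.775 and 0.543. Rnase4 (chromosome 14, 51091077 to 51106151), which overlaps the gene of the ribonuclease angiogenin, was at 48.5 ± 2.09 CPM in AL, 53.1 ± 4.35 in IF12, 57.6 ± 3.15 in IF16 and 52.5 ± 5.01 in EOD. It rose in IF16 (log2 fold change 0.25, standard error 0.07, adjusted p = 0.0194), and gave 0.13 (adjusted p = 0.191) in IF12 and 0.12 (adjusted p = 0.267) in EOD. With Myh4 above 10 CPM as a covariate, Rnase4, IF16 vs AL, had adjusted p = 0.0678.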

Changes in these proteins were more obvious in the EOD group, and this supports extensive gene regulatory rewiring with extended fasting duration. Such discordant expression patterns at the mRNA and protein level could arise from post-transcriptional buffering that could potentially impact enzymes and kinases abundance and functions via post-translational modifications affecting protein stability or allosteric regulations that can alter activity.

With changes in metabolism closely linked to and regulated by circadian clocks, we assessed if time-restricted feeding regimens of IF12 and IF16 mice during the day (light phase) displayed any altered circadian patterns compared to AL or EOD mice by analyzing expression changes of core clock components at both the transcript and the protein levels (Figure 2—figure supplement 3). This analysis showed a differential expression profile of most clock gene transcripts compared with the AL control group irrespective of the fasting regimen pattern (Supplementary file 4). 

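Transcripts of the circadian clock differed widely between the hearts of AL mice and those of mice on the 3 regimens. Arntl, which encodes the activator BMAL1 (chromosome 7, 113207465 to 113314126), was at 1.04 ± 0.169 CPM in AL and at 14.6 ± 4.55 in IF12, 12.7 ± 3.48 in IF16 and 15.8 ± 5.00 in EOD (n = 5 mice each). Dbp, an output gene that BMAL1 and CLOCK drive (chromosome 7, 45705088 to 45710203), was at 127 ± 41.6 CPM in AL and at 15.0 ± 7.46, 22.3 ± 8.08 and 23.7 ± 6.69 in the regimens. Arntl rose with log2 fold changes of 3.81 (standard error 0.33, adjusted p = 3.1e-06), 3.60 (0.33, adjusted p = 3.4e-06) and 3.92 (0.33, adjusted p = 2.8e-07), and Npas2, a paralog of Clock, with 1.93, 1.68 and 2.15. Of the 14 clock genes of Figure 2—figure supplement 3, 5 rose and 5 fell in IF12, 5 rose and 2 fell in IF16, and 4 rose and 4 fell in EOD (11, 10 and 10 changed adjusted over the list alone). The study chose these genes, so the list is not independent evidence. Clock, Arntl, Npas2, Dbp and Bhlhe40 were among those called in all 3 regimens, and Cry1, Per1, Rora and Rorb in none. Among 12 targets of the E-box and D-box, sites through which the clock drives day-time genes, 11 fell in IF12, 8 in IF16 and 10 in EOD and 0 rose (12, 11 and 10 fell adjusted over the list alone). Ciart, a repressor of the clock, fell from 20.7 ± 3.87 CPM in AL to 2.05 ± 1.61, 2.02 ± 0.502 and 2.61 ± 1.60. Of 6 activators and late-night genes, 5 rose in IF12, 5 in IF16 and 4 in EOD, and 0 fell (5, 5 and 5 rose and 0, 0 and 1 fell adjusted over the list alone). The targets had camera adjusted p = 1.7e-21, 1.9e-21 and 5.0e-17 (adjusted p = 0.00183, 0.00347 and 0.00623 with an estimated correlation), and the activators 2.1e-16, 1.3e-13 and 2.3e-11 (adjusted p = 0.00136, 0.00298 and 0.00623 with an estimated correlation). The members of both lists overlap the study's 14 genes. Hearts were collected over a morning and the paper's text gives no hour per mouse. The level of a cycling gene may therefore reflect the time of collection, diet or both, which these values do not separate.

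**Figure D2:**
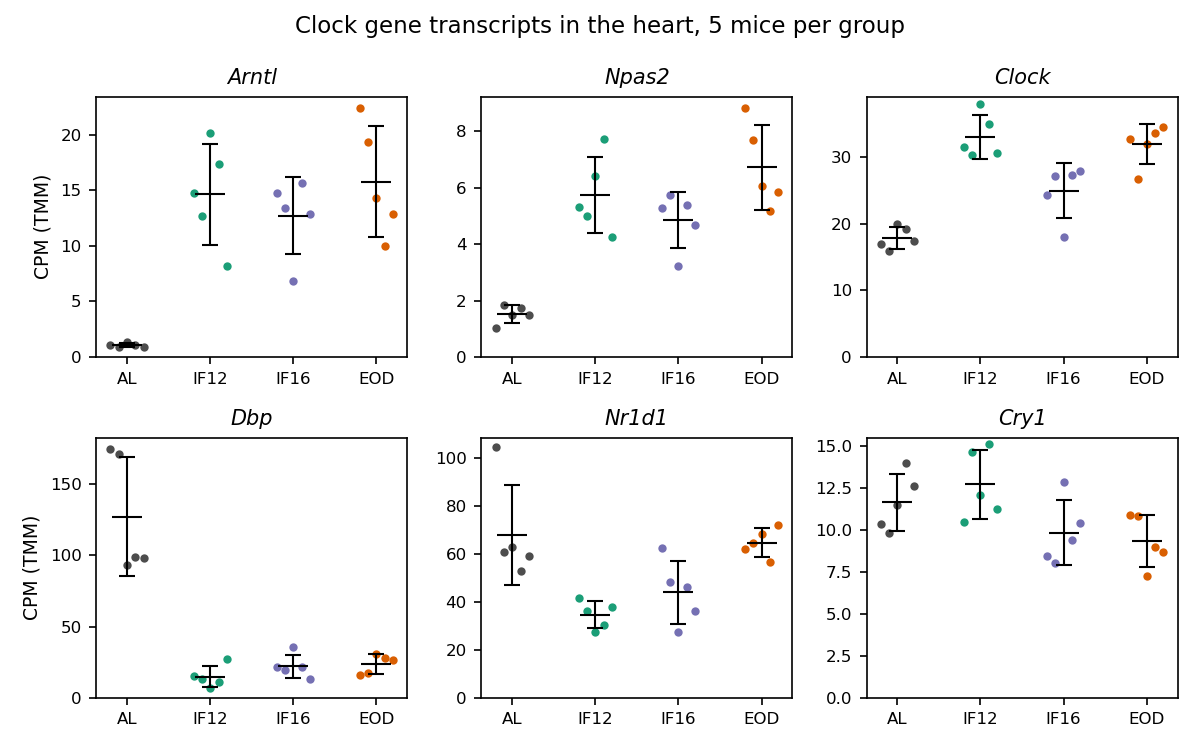
TMM-normalized CPM of Arntl, Npas2, Clock, Dbp, Nr1d1 and Cry1 in each heart (points) with the mean and SD of the 5 mice of a group (bars), for AL, IF12, IF16 and EOD, on linear axes that start at 0. Arntl has a mean of 1.04 in AL and of 12.7 to 15.8 in the 3 regimens.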

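Of the 14 clock genes of Figure 2—figure supplement 3, 12 had a fold change of the same sign against AL in IF12, IF16 and EOD, the exceptions being Cry1 and Rora. The median absolute log2 fold change was 0.92 in IF12, 0.77 in IF16 and 0.71 in EOD. Clock itself (chromosome 5, 76209868 to 76304792) was at 17.9 ± 1.62 CPM in AL, 33.1 ± 3.31 in IF12, 25.0 ± 4.13 in IF16 and 32.0 ± 3.02 in EOD (n = 5 mice each). The repressor Per2 was at 31.2 ± 12.1, 10.9 ± 4.98, 11.5 ± 5.13 and 9.70 ± 5.59 CPM. IF16 and IF12 differed in 4 of the 14 genes, 2 of them higher and 2 lower in IF16. Among them were Clock (log2 fold change -0.41, adjusted p = 0.0123), Bhlhe40 (-0.47, adjusted p = 0.0272) and Cry2 (0.31, adjusted p = 0.00464). EOD and IF16 differed in 0 of the 14 genes by edgeR, in 3 at an unadjusted p under 0.05, and in 1 adjusted over the list alone. Over all genes tested, the log2 fold changes of the regimens against AL correlated across genes at r = 0.579 for IF12 and IF16, 0.544 for IF12 and EOD, and 0.803 for IF16 and EOD. Since the regimens share 5 AL mice, groups with no effect of diet gave r of 0.50, 0.496 and 0.502 in simulation, and r fell to a median of 0.326, 0.302 and 0.448 when each regimen was set against its own AL mice. The simulated r is for shared AL mice and is no reference for these split values, where each regimen also had fewer AL mice. The covariance fell less, from 0.0554, 0.0581 and 0.0741 to split medians of 0.0484, 0.0474 and 0.0628, against 0.0178 in simulation with shared AL mice. A difference shared by all AL hearts, such as the hour of collection, would stay in the split values too.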

Notably, both the IF12 and IF16 groups were similar to the EOD fasting group despite the time-restricted feeding during daytime. Except for the transcripts of *CRY1* and *NR1D1* that showed differential expression between IF12 and EOD groups, all other clock gene transcripts showed consistent expression patterns across the three IF groups. 

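Cry1, Cry2 and Nr1d1 were the 3 of 14 clock genes that differed between EOD and IF12 hearts. Cry1, a repressor of BMAL1 and CLOCK (chromosome 10, 85131700 to 85185064), was at 11.7 ± 1.69 CPM in AL, 12.7 ± 2.06 in IF12, 9.84 ± 1.93 in IF16 and 9.33 ± 1.54 in EOD (n = 5 mice each). It was lower in EOD than in IF12 (log2 fold change -0.45, standard error 0.14, adjusted p = 0.0324). Nr1d1, the repressor REV-ERB alpha (chromosome 11, 98767932 to 98775333), was at 68.0 ± 20.8 CPM in AL, 34.8 ± 5.80 in IF12, 44.1 ± 13.1 in IF16 and 64.8 ± 5.92 in EOD, and was higher in EOD than in IF12 (0.90, standard error 0.21, adjusted p = 0.0076). Cry2, the paralog of Cry1 (chromosome 2, 92403646 to 92434043), was at 48.2 ± 2.88, 33.9 ± 2.47, 42.1 ± 2.62 and 41.5 ± 3.21 CPM, and was also higher in EOD than in IF12 (0.29, standard error 0.07, adjusted p = 0.00417). The other 11 genes did not pass, with adjusted p from 0.203 for Dbp to 0.843 for Per2. The call of Cry1, EOD vs IF12, was lost without IF12 mouse 2 or 4 or EOD mouse 3, 4 or 5 (adjusted p = 0.0701, 0.0864, 0.0948, 0.0569 and 0.057), and with Myh4 above 10 CPM as a covariate (adjusted p = 0.0864).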

In the corresponding proteome data, we only reliably quantified two clock components, CLOCK, and CRY1, neither of which showed significant differential protein expression among the fasting regimens.

### Time-resolved protein network remodeling during IF

To elucidate how functional protein networks are remodeled in response to IF, we curated protein-protein interactions (PPI) of all IF-responsive proteins and explored their functional crosstalk (Figure 3, Figure 3—figure supplement 1 and Supplementary file 6). Since many of the altered proteins were enzymes, we also considered functional interactions such as those that regulate gene expression, mediate enzymatic cascades or regulate protein phosphorylation in addition to physical interactions. To this end, we used the Pathway Commons database, a compendium of pathway-centric biologically relevant interactions (Cerami et al., 2011), and mapped interactions for 441 (81%) of the IF-responsive proteins. To infer duration-specific effects, we specifically marked those proteins that were first altered with shorter fasting duration and those that appeared with longer fasting hours, such as IF16 or EOD (Figure 3a). Changes in around 79 proteins appeared early within the IF12 regimen and some of these alterations were conserved until longer fasting durations at both IF16 and EOD (Supplementary file 6). Highly populated network clusters exclusively emerged with EOD that contributed to 189 proteins in the overall IF-modulated network (Figure 3a), suggesting enhanced network rewiring with longer fasting duration.

**Figure 3.**
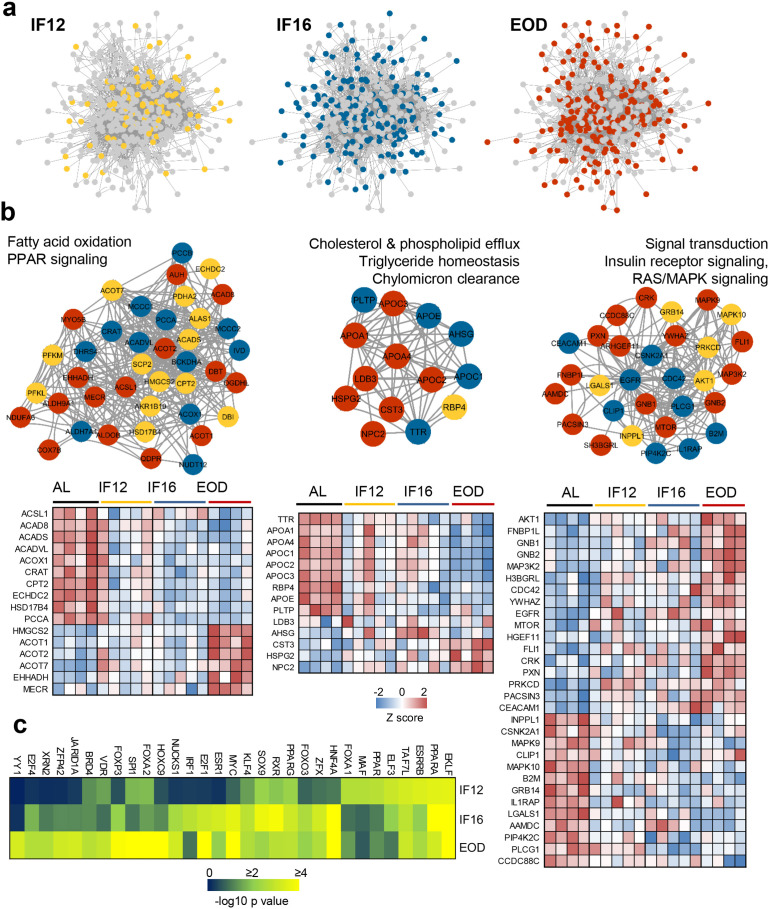
Network mapping of IF-responsive proteins. (**a**) Proteins with significantly altered abundance in response to IF are overlaid on consensus protein-protein interaction network constructed using all IF-responsive proteins. The proteins that sequentially show differential modulation are indicated with different colors as yellow (IF12), blue (IF16), and red (EOD). (**b**) The top densely connected functional protein clusters are shown (one-sided Mann-Whitney U test as implemented in Cluster ONE). The color of each node indicates the IF regimen for which the protein was differentially expressed. Yellow, blue, and red indicate IF12, IF16, and EOD regimens, respectively. The heat maps show proteome changes for the proteins in the respective clusters. Red denotes increased expression, and blue denotes decreased expression. (**c**) Transcription factors significantly enriched across the different IF groups. n=4–5 mice in each experimental group.

**Figure 3—figure supplement 1.**
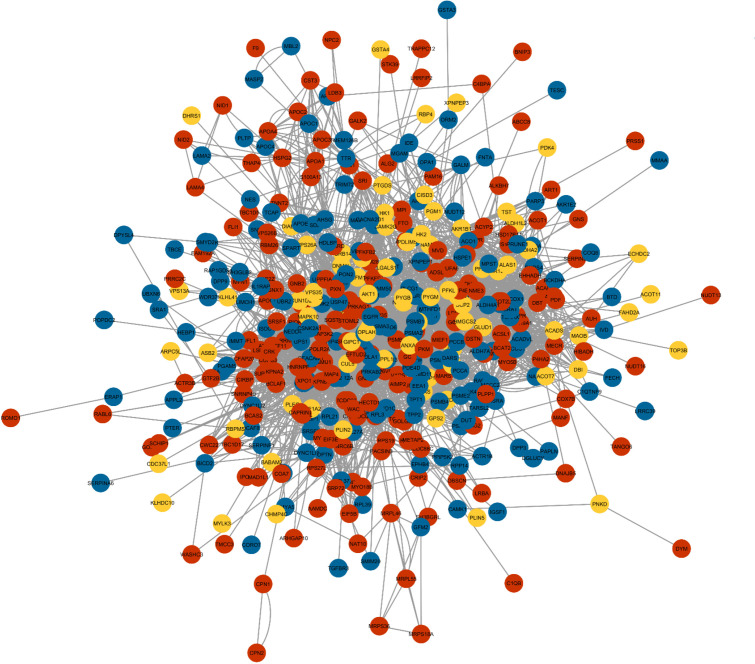
Network mapping of IF-responsive proteins across different regimens. Proteins that showed significantly altered protein abundance in response to (**a**) IF12 (yellow), (**b**) IF16 (blue), and (**c**) EOD (red) regimen are overlaid on the consensus protein-protein interaction network constructed using all IF-responsive proteins.

**Figure 3—figure supplement 2.**
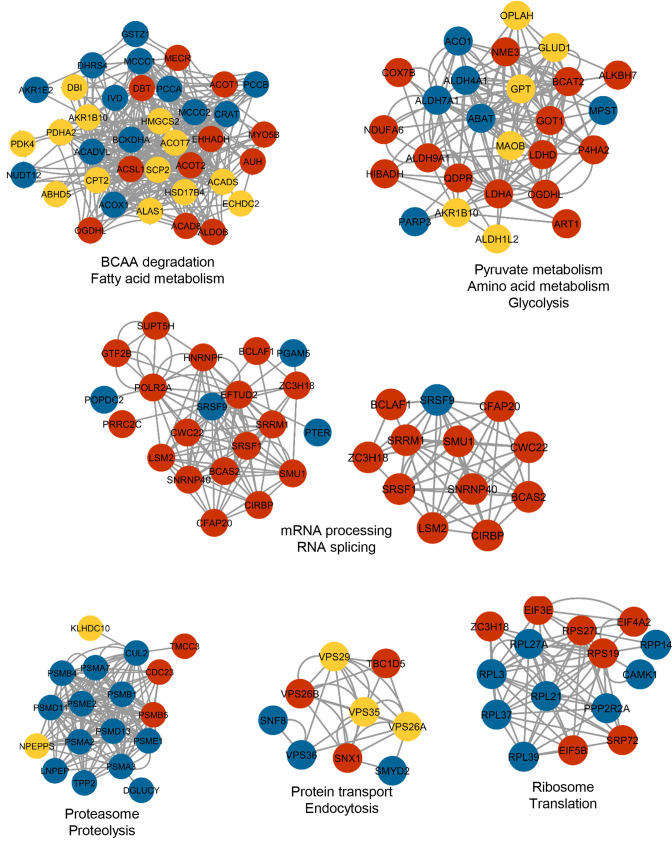
Functional clusters enriched in IF-modulated network. Close-knit protein clusters spanning different functional processes from the IF-responsive protein network are shown. The color of each node indicates the IF regimen at which the protein was differentially expressed. Yellow, blue, and red indicate IF12, IF16, and EOD regimens, respectively.

**Figure 3—figure supplement 3.**
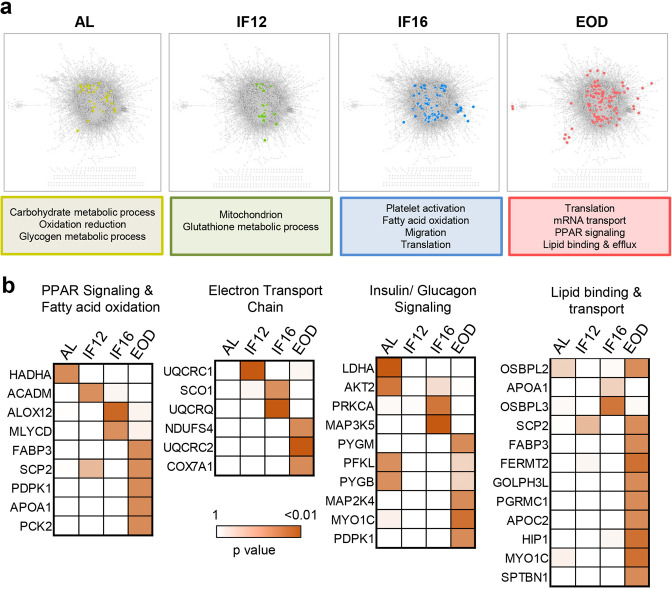
Association perturbations across different IF regimens. (**a**) Proteins with altered functional network associations (colored nodes) against a background protein association network assembled from positive and negative co-regulation analysis of all quantified proteins (p≤0.05, hypergeometric test). Only those protein co-regulations that were significant (Benjamini-Hochberg adjusted p≤0.01, correlation test) were included in the background protein association network. The functional involvement of perturbed proteins across different IF regimens is shown below. (**b**) Proteins showing regimen-specific association perturbations in selected biological processes.

**Figure 3—figure supplement 4.**
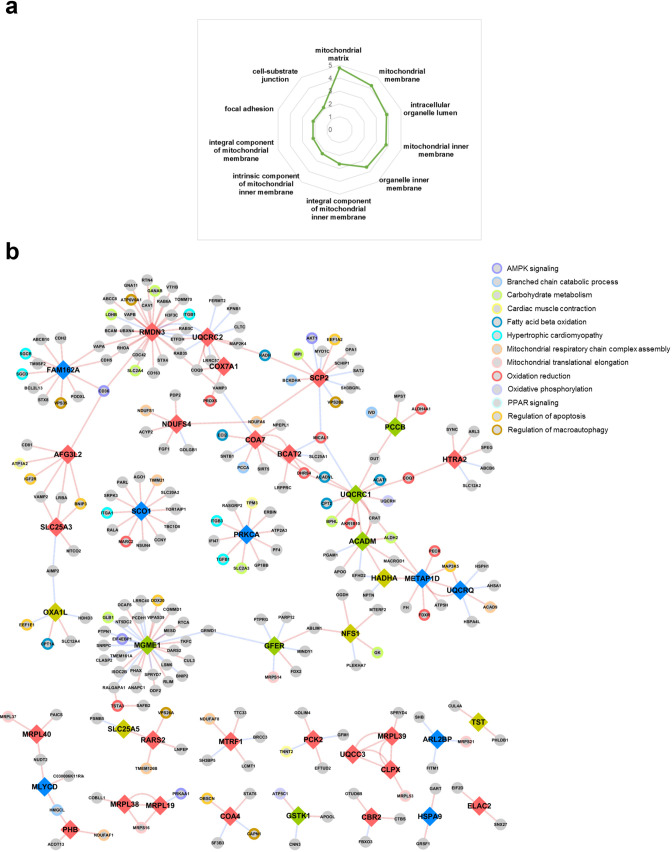
A mitochondrial association network. (**a**) Increased representation of mitochondrial proteins among all association perturbed proteins (radar plot). Numbers represent significant of enrichment (negative log10 adjusted p value). (**b**) Association network of mitochondrial proteins impacted by IF in the heart. The perturbed proteins specific to each IF or AL regimen are indicated by yellow (AL), green (IF12), blue (IF16), and pink (EOD) nodes. Perturbations inferred from positive associations are indicated as red edges, and those from negative associations are shown as blue edges. All gray nodes denote proteins sharing association perturbation with the indicated mitochondrial proteins. Colored borders around the nodes are representative of pathways or processes.

We next performed a cluster assessment using the Cluster ONE graph-clustering algorithm (Nepusz et al., 2012) to identify densely connected network regions that may be functionally relevant. This highlighted several tightly connected clusters that included proteins responsive to different IF regimens and showed functional preference for specific metabolic processes (Figure 3b, Figure 3—figure supplement 2, and Supplementary file 6). The cluster that constituted proteins associated with fatty acid beta-oxidation and PPAR was the most highly enriched cluster exemplifying the impact of IF on lipid oxidation. It was evident that many of the proteins associated with this cluster tend to be downregulated during IF, particularly in EOD, except for a few proteins such as ACOT1, ACOT2, and EHHADH that showed high abundances exclusively with EOD (Figure 3b). Indeed, cardioprotective roles have been attributed to the fatty acyl-CoA thioesterase ACOT1 via its activation of PPARα/PGC1α signaling (Yang et al., 2012). Another lipid metabolism-associated cluster impacted by IF12, IF16, and more by EOD, included proteins involved in cholesterol efflux, triglyceride homeostasis, and chylomicron clearance (Figure 3b). The most prominent effects of IF on lipid metabolism were on the apolipoproteins APOA1/4, APOE, and APOC1/2/3, all of which declined in the EOD group. An increase in the level of NPC2, an intracellular transporter mediating the export of cholesterol from lysosomes (Pfeffer, 2019), was observed in the EOD group. PLTP, the increased activity of which is known to be associated with atherosclerosis, systolic dysfunction, obesity, and diabetes (Chowaniec and Skoczyńska, 2018), was observed to be suppressed explicitly in all three IF groups.

Apart from these lipid-linked clusters, we also observed other clusters differentially modulated in an IF group-dependent manner. Signal transduction primarily via the insulin receptor and MAPK pathways emerged as one of the prominent clusters primarily comprising proteins modulated with longer fasting duration (Figure 3b). B2M, a risk marker for cardiovascular disease (Shi et al., 2021), was found within this cluster. The network comprising RNA processing and splicing proteins mostly constituted proteins changing with EOD (Figure 3—figure supplement 2 and Supplementary file 6). The cluster with proteins involved in ubiquitination and proteolytic processes exhibited mostly included proteins altered with IF16. Upregulated by IF16 within this cluster was LNPEP, a zinc-dependent aminopeptidase that cleaves several peptide hormones and also catalyzes the conversion of angiotensinogen to cardioprotective angiotensin IV (AT4) (Stragier et al., 2008; Yang et al., 2011). From the network, we infer that other metabolic processes such as pyruvate and amino acid metabolism and glycolysis show gradual modulations in protein abundance with increasing fasting duration (IF12<IF16<EOD) (Figure 3—figure supplement 2). Further, based on their centrality, we inferred kinases including AKT1, CDC42, PKM, EGFR, and CSNK2A1 as IF-responsive hubs that effectively relay signaling modulations during IF-induced network rewiring.

To determine how the IF-induced network rewiring impacts downstream transcriptional programs, we assessed transcription factors enriched at each IF regimen using ChIP enrichment analysis (ChEA) database (Figure 3c). Several key transcription factors with metabolic relevance including PPARα/γ, FOXA1/2, NUCKS1, HNF4A among others were found to be enriched. While some such as ELKF, TAF7L, and PPARα were modulated irrespective of the IF regimen, others, including HOXC9, YY1, and JARID1A showed exclusive enrichment in the EOD group.

### Modified protein co-regulation in heart during IF

Dynamic interactions among proteins coordinate cellular homeostasis and adaptive responses to environmental challenges. To decipher the effects of IF on such protein associations, we investigated the protein co-regulation network of heart proteome for IF regimen-specific perturbations using the ‘interactome mapping by high-throughput quantitative proteome analysis’ (IMAHP) method (Lapek et al., 2017; Kosok et al., 2020). The correlation network comprised 44,966 associating protein pairs, of which a majority (34,629 pairs) involved positive co-regulations between the associated proteins (Figure 3—figure supplement 3 and Supplementary file 7a-b). To identify protein associations perturbed in an IF group-dependent manner, we carried out an outlier analysis to specifically derive associations that displayed significant deviation from the overall correlation across all co-regulated proteins. This revealed higher deviations by ~40% across all IF groups than the AL group, suggestive of dynamic modulation of protein associations with IF. We identified consensus proteins that were consistently altered in protein associations across the different IF regimens (*P*-value <0.05) (Figure 3—figure supplement 3 and Supplementary file 7c) and accordingly identified the greatest number of affected proteins in the IF16 and EOD groups, with the EOD group showing exclusive changes in 118 proteins and the IF16 group with 69 altered proteins. The IF12 group displayed only a small number of perturbed associations similar to the AL group. Also, we noticed that many protein associations affected by IF16 were similarly affected by EOD fasting. Proteins with perturbations in the AL group affected metabolic processes, including carbohydrate and glycogen metabolism, oxidation-reduction, and protein transport (Figure 3—figure supplement 3 and Supplementary file 7c). Among these were phosphofructokinase (PFKL), lactate dehydrogenase A (LDHA), phosphoglycerate dehydrogenase (PHGDH), and kinases AKT2 and DTYMK. Unlike AKT1, which was found to be upregulated by IF, AKT2 did not vary in abundance with any IF regimen. Proteins with association perturbations in IF12 regimen mainly were localized to the mitochondria and showed an inclination towards oxidative stress mechanisms. The IF16 regimen impacted proteins in various cellular processes, including platelet activation, migration, translational control, fatty acid oxidation, and Rap1 signaling. Several association modulations involved integrins, myosin, and actin, including ITGB3 and ITGA2B, which have been linked to cardiac pathologies (Pillois and Nurden, 2016). While perturbations accompanying extended EOD fasting maintained some of the functional changes evident in IF16 hearts, such as NADH oxidation and electron transport chain, association alterations also occurred in lipid-related pathways. Importantly, we observed modulation of the PPAR signaling pathway by EOD fasting with key components PDPK1, APOA1, FABP3, PCK2, and SCP2 affected (Figure 3—figure supplement 3b). This finding is interesting as PPAR modulators are currently being evaluated as therapeutic players for several cardiac diseases (Khuchua et al., 2018).

A consistent pattern across the inferred association perturbations was that most of these involved proteins in the metabolic pathways were also localized to the mitochondria (Figure 3—figure supplement 4a). We constructed a mitochondrial association network to identify the modulated associations that occurred in an IF regimen-specific manner. From the network, it was evident that many of the perturbed proteins co-associate, particularly in the EOD group, and share associations relevant to an intricate orchestration of mitochondrial functional protein associations in response to IF (Figure 3—figure supplement 4b and Supplementary file 7d). Among the mitochondrial proteins affected by IF, some, including UQCRC1, METAP1D, SCP2, COA7, AFG3L2, FAM162A, and COA4, were involved in associations spanning multiple functional processes suggesting coordinating rewiring of various pathways by mitochondrial functions. For instance, UQCRC1 shares IF responsivity with proteins involved in both fatty acid oxidation and carbohydrate metabolism. Overall, our data suggest the involvement of mitochondrial proteins in adaptive responses of the heart to IF.

### IF impacts phosphosignaling pathways in a cardioprotective manner

To gain deeper insight into IF-induced signaling alterations in myocardial cells, we investigated changes in the phosphorylation landscape that accompanies IF (Figure 4, Figure 4—figure supplement 1 and Supplementary file 8a). We enriched phosphopeptides from heart tissue homogenates (n=3 from each group) and then profiled them using label-free phosphoproteome analysis. Among the different groups, we identified 12,540 phosphorylated sites on 2931 proteins of which, ~80% and~19% sites were phosphorylated on serine and threonine respectively, with only 1% being tyrosine phosphorylated. Peptides with single phosphorylation sites represented 81% of the phosphopeptides analyzed. Among the sites identified, 66% corresponded with those curated in the PhosphoSitePlus database (Hornbeck et al., 2012). There was high reproducibility of phosphopeptide quantifications among the biological replicates with an average intensity correlation of 0.86.

**Figure 4.**
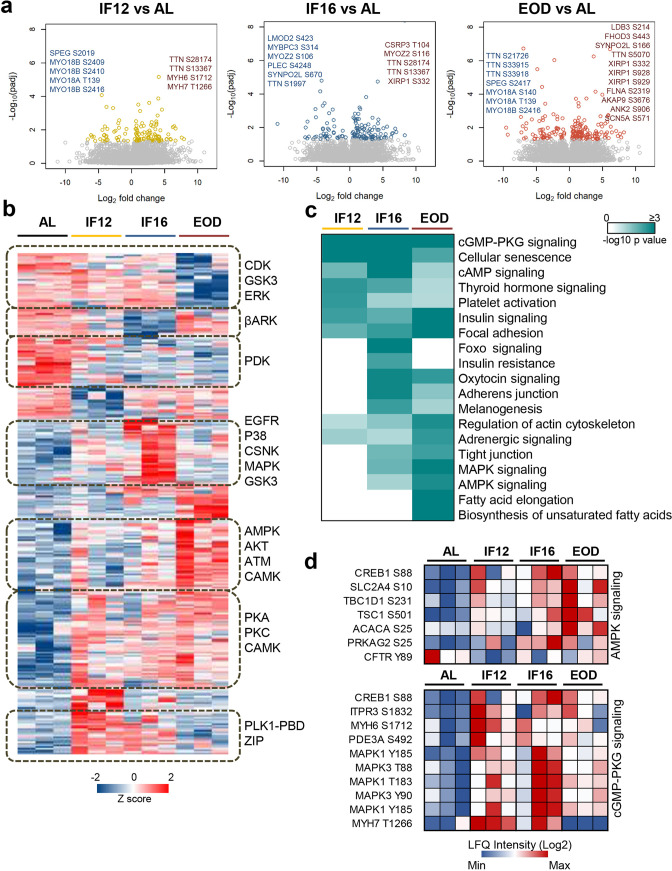
Phosphoproteome landscape of IF-induced changes in heart. (**a**) Phosphorylation sites showing significant changes in the hearts of mice in the IF12, IF16, and EOD. Phosphorylation changes observed on structural sarcomere organization proteins are highlighted. (**b**) Hierarchical clustering of differentially altered phosphopeptides showing increased (red) and decreased (blue) phosphosite abundance. Kinase motifs enriched (p<0.05) in representative clusters are shown (Fisher’s exact test for enrichment). (**c**) Pathways significantly enriched (p-value ≤0.05) among the differentially altered phosphoproteins across the three IF regimens are visualized as a heatmap (Fisher’s exact test for enrichment). The color scale represents negative log10-transformed p values. (**d**) Temporal alteration of specific IF-responsive phosphorylation sites in AMPK and cGMP-PKG signaling. n=3 mice in each experimental group.

**Figure 4—figure supplement 1.**
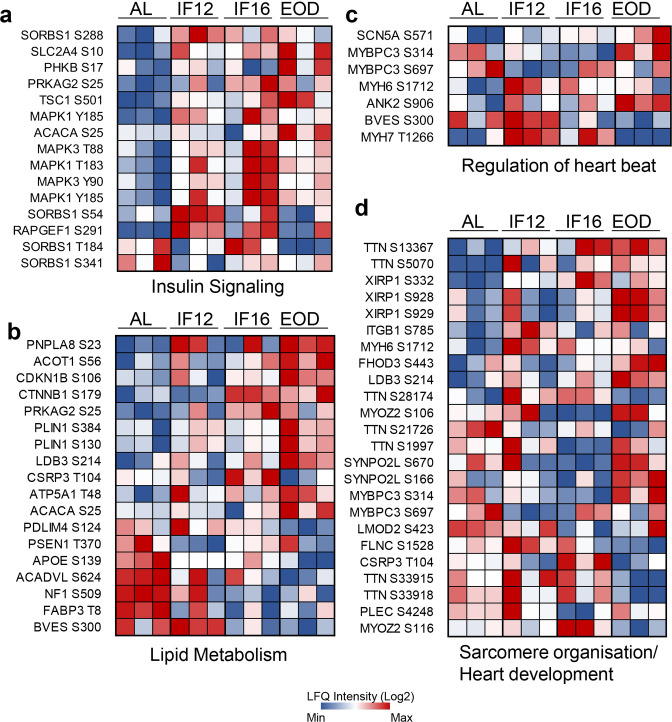
Site-specific alteration of IF-responsive phosphoproteins. Temporal alteration of specific IF-responsive phosphorylation sites in insulin signaling (**a**), lipid metabolism (**b**), regulation of heartbeat (**c**), and heart structural remodeling/development (**d**). Red indicates increased phosphosite abundance, and blue denotes decreased phosphosite abundance. The overall trend among the diet groups based on the phosphoproteome landscape is indicated as brown triangles.

To elucidate IF-induced changes in protein phosphorylation, we focused on 6935 unique phosphorylation sites from 7615 phosphopeptides that were quantified from at least two biological replicates in the dietary groups (Supplementary file 8b). Approximately 84% of these belonged to class I phosphorylation sites with a localization probability ≥0.75, and overall displayed an average localization probability of 0.90, indicative of high phosphosite confidence. On assessing those sites that were significantly altered (Dunnett adjusted p-value <0.05) with IF, we observed that phosphorylation changes varied with increasing duration of the fasting period with EOD exhibiting the greatest number of phosphosite abundance changes, similar to what was observed in the proteome (Figure 4a and Supplementary file 8b). However, in contrast to proteome remodeling, phosphoproteome profiling revealed increased phosphosite abundance on a majority of the differentially modulated phosphoproteins, and several of these were independent of proteome changes. This is intriguing as it points to differential exploitation of translational and post-translational mechanisms to remodel cardiac cells in response to IF. Site-specific phosphorylation changes occurred on several proteins involved in structural remodeling of the heart, such as titin, which was observed with multiple changes (Figure 4a)**,** and on regulatory proteins, including kinases, phosphatases, and enzymes in metabolic pathways (Figure 4—figure supplement 1). For instance, phosphorylation changes were observed on several MAPK associated kinases including MAPK1/3 and MAPK12, PKC family kinases including PKC-alpha, -beta, and -theta kinases that coordinate muscle contraction, including MYLK, MYLK3, and PAK2, and sphingolipid signaling kinase SPHK2 (Supplementary file 8b). Enzymes involved in lipid metabolism such as ACOT1 and ACSL1, glycolytic enzyme triose phosphate isomerase (TPI1) and fumarate hydratase (FH) in the TCA cycle, phosphorylase kinase (PHKB) involved in glycogen breakdown, all showed IF-responsive changes in phosphosite abundance emphasizing phosphorylation-dependent remodeling of energy homeostasis pathways with IF.

While phosphorylation signatures reflect kinase activities, we noticed that only 2.8% of the phosphosites we quantified had experimentally validated kinases. Hence, we defined kinase-substrate relationships through motif mapping for each IF regimen. Accordingly, we focused on all the modulated phosphosites and identified motifs specifically enriched (p-value <0.05) within distinct phosphosite expression clusters. The clustering revealed discrete patterns of phosphorylation changes that occur in response to each IF regimen (Figure 4b). PKA/PKC were commonly activated across all IF regimens. CSNK and p38 signaling were exclusive to the IF16 group, while AMPK, the master regulator of energy metabolism, exhibited activation in longer fasting groups. Overall, the kinase activation profiles were more pronounced in IF16 and EOD groups compared to the AL group. Pathway-based assessment of the modulated phosphoproteins highlighted the conserved modulation of pathways associated with insulin signaling, focal adhesion, and cGMP-PKG signaling across all IF groups (Figure 4c–d). cGMP-PKG signaling is known to mediate vasorelaxation, and activation of this pathway is regarded as cardioprotective (Kukreja et al., 2012). In line with the kinase prediction, components of AMPK signaling showed significant modulation in both IF16 and EOD groups (Figure 4c–d). In summary, our phosphoproteome analyses revealed that IF impacts different signaling pathways that influence the heart’s structural and functional plasticity.

To further validate our proteomics data, we carried out immunoblot validation to confirm a few key findings we inferred based on IF-induced proteome and phosphoproteome alterations. For this and subsequent functional studies, we chose the IF16 group as it showed IF-specific rewiring of several kinase-induced pathway rewiring events and is also a more realistic fasting regimen in human. We evaluated the expression levels of selected proteins from various pathways, namely p-AMPKα/AMPKα, PKG-1, MYPT1, PPARγ, p-GSKαβ/GSKαβ, AKT, Insulin receptor β, and p-IRS1/IRS-1, in IF16 and AL using immunoblotting (Figure 5a–b). In line with our proteomic inferences, compared to the AL group, expression levels of pAMPK/AMPK, PPARγ, MYPT1, and IRS1 were significantly higher in the IF16 group. In addition, we observed increasing trends of PKG-1, AKT and decreasing trend of p-GSKαβ/GSKαβ in the IF16 group compared to the AL group (Figure 5a–b). Overall, these results further support the findings of IF-modulated pathways observed from our omics analyses.

**Figure 5.**
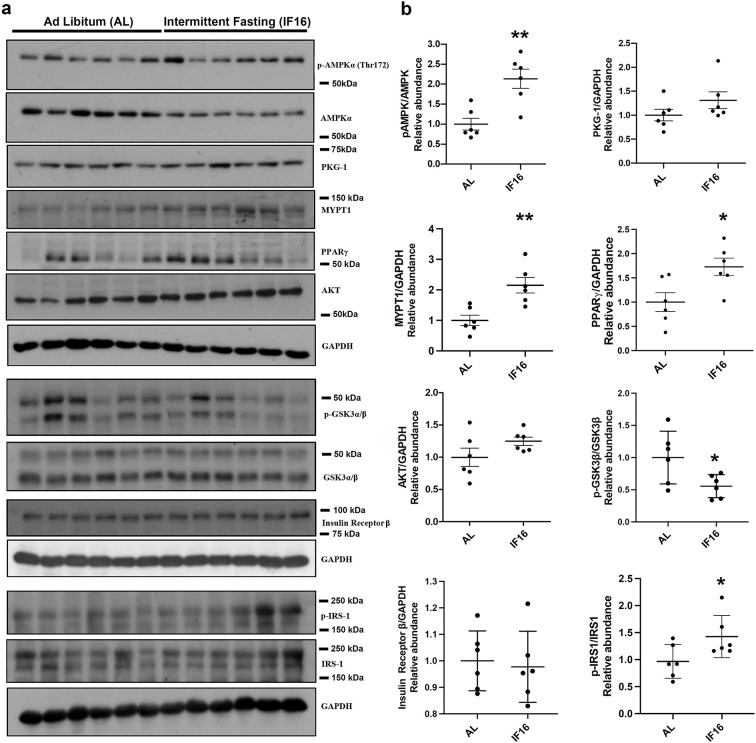
Immunoblot validation of the selected proteins in IF-modulated pathways. (**a**) Immunoblots that show the effects of IF16 on the expression of selected proteins p-AMPKα/AMPKα, PKG-1, MYPT1, PPARγ, p-GSKαβ/GSKαβ, AKT, p-IRS1/IRS-1 and Insulin receptor β compared to AL group. Data are represented as mean ± S.E.M. n=6 mice in each experimental group. *p<0.05 compared with young sham; **p<0.01 compared with AL group. Figure 5—source data 1.Western blot uncropped membranes.

### IF improves cardiac performance after stress

With the enhanced cardiac resilience inferred from the omics data, we next investigated the effects of IF on heart function and dynamics in the IF mice compared to the AL mice. For this, we performed echocardiographic measurements in mice that had been maintained on AL or IF16 diets for 6 months. While no differences in heart function were observed between IF and AL groups, AL mice started to show signs of age deterioration, such as prolonged E/A and shortened deceleration time (de Lucia et al., 2019; Figure 6—figure supplement 1, Figure 6—videos 1–4). To evaluate cardiac functional reserve, dobutamine stress tests were performed after basal parameter acquisition. As expected, administration of dobutamine resulted in significant inotropic, lusitropic, and chronotropic cardiac responses Tyrankiewicz et al., 2013 in both groups. However, the increase in heart rate, as well as ejection fraction, fractional shortening and left ventricular dimensions after stress were significantly higher in IF16 mice compared with AL control mice (Supplementary file 9, Figure 6a, Figure 6—videos 1–4), suggesting that IF preserves myocardial functional reserve. To confirm these findings, strain analyses were performed. Longitudinal and radial strain significantly improved after dobutamine administration in IF16 mice but not in AL mice, suggesting that IF preserved systolic contractile reserve, which deteriorated with age in the AL mice (Supplementary file 9, Figure 6b).

**Figure 6.**
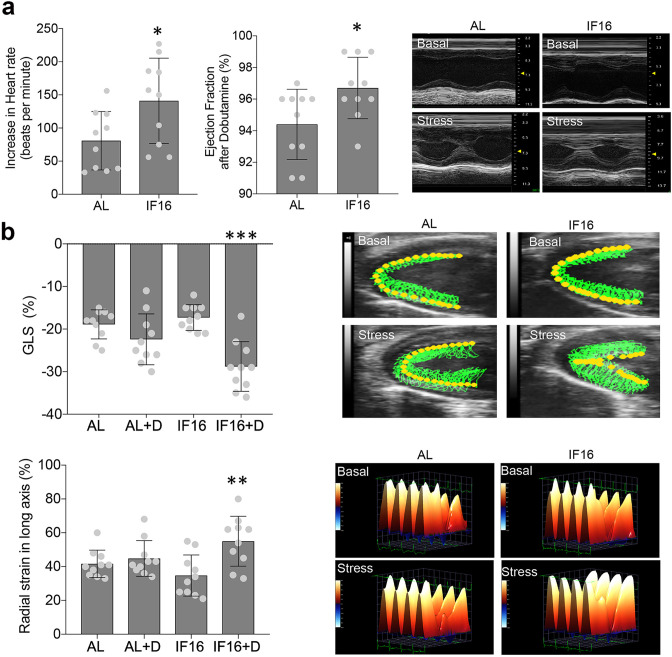
Echocardiographic analyses of IF on cardiac stress adaptation. (**a**) Dobutamine stress tests for ability of the heart to adapt to stress under IF. Heart rate and ejection fraction following administration of dobutamine were measured. Values are the mean ± SD; n=10 each; *p<0.05 (Unpaired t-test). Representative images of long axis M-Mode raw data before and after dobutamine-induced stress are shown in the right panel. (**b**) Contractility in hearts of IF16 mice compared with AL mice as illustrated by global longitudinal strain (GLS) (upper panel) and radial strain (lower panel). Values are the mean ± SD (n=10 in each experimental group; **p<0.01, ***p<0.001) before and after dobutamine (one-way ANOVA with Tukey’s multiple comparisons test). Representative images of myocardial movement (upper panel) and radial strain (lower panel) before and after dobutamine-induced stress.

**Figure 6—figure supplement 1.**
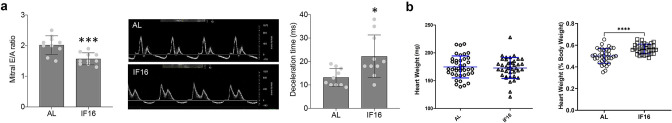
Echocardiographic analyses. (**a**) Reduced mitral E/A ratio (left panel) and increased deceleration time (right panel) in hearts of IF16 compared to AL mice suggest that IF enhances diastolic function. Values are the mean ± SD; n=10 each; *p<0.05, ***p<0.001. Representative images of mitral pulse waves are shown in the middle panel (Unpaired t-test). (**b**) Comparison of heart weight:body weight ratio between AL and IF16 groups. Values are the mean ± SEM; ****p<0.0001; n=36–40 each.

**Figure 6—video 1.** Baseline ad libitum echocardiographic measurements.

**Figure 6—video 2.** Baseline *intermittent fasting* echocardiographic measurements.

**Figure 6—video 3.** Dobutamine stress ad libitum echocardiographic measurements.

**Figure 6—video 4.** Dobutamine stress *intermittent fasting* echocardiographic measurements.

## Discussion

Increasing evidence from animal and human studies suggests that IF reduces the risk for cardiovascular disease and bolsters myocardial function and resilience (Mattson et al., 2017; Mattson and Wan, 2005; Sutton et al., 2018). However, except for enhancement of parasympathetic tone (Mager et al., 2006; Griffioen et al., 2013) and upregulation of protein chaperones (Ma et al., 2019), the underlying mechanisms are unknown. Collectively, our comprehensive datasets provide a window into the molecular, cellular, structural, and functional remodeling of the heart in mice adapted to IF eating patterns. To address the question of how the duration of the fasting period in specific IF regimens affects the molecular remodeling of the heart, we compared the molecular effects of IF12, IF16, and EOD fasting. All three IF regimens affected the pathways that regulate cellular carbohydrate, lipid and protein metabolism, cell-cell interactions, and myocardial cell contractility. Previous findings suggested that the beneficial effects of IF on organ function and stress resistance require 2–4 weeks to be fully engaged (Mager et al., 2006; Liu et al., 2019; Bruce-Keller et al., 1999; Johnson et al., 2007). If and to what extent the molecular remodeling of the heart in response to IF reverts to the pre-IF state upon return to ad libitum feeding remains to be determined.

There are many similarities in the effects of aerobic exercise and IF on the cardiovascular system that beg the question of the extent of overlap in the underlying molecular mechanisms. For example, both IF and regular exercise training increase parasympathetic tone and heart rate variability, and both can protect the myocardium against ischemic injury (Rengo et al., 2013; Voulgari et al., 2013). Moreover, both exercise and IF stimulate mitochondrial biogenesis in skeletal muscle (Marosi et al., 2018; Drake et al., 2016). Exercise training also stimulates mitochondrial biogenesis in myocardial cells (Bernardo et al., 2018). Studies of the effects of IF on the brain and skeletal muscle suggest that IF activates several major pathways engaged by ischemic and metabolic preconditioning, including upregulation of protein chaperones, anti-apoptotic proteins, and autophagy, and suppression of the mTOR pathway and protein synthesis (Marosi et al., 2018; Mattson and Arumugam, 2018). Previous research has led to the development of several treatments that mimic one or more effects of exercise, caloric restriction, and IF. Examples include agents that induce mild transient metabolic stress such as 2-deoxyglucose and mitochondrial uncoupling agents (Wan et al., 2003b; Liu et al., 2019; Liu et al., 2015; Wan et al., 2004; Yu and Mattson, 1999), ketone esters (Cox et al., 2016; Kashiwaya et al., 2013), and mTOR inhibitors such as rapamycin (Sciarretta et al., 2014).

Our analysis of functional interactions and IF-induced alterations provides a global view of molecular and metabolic rewiring influencing various aspects of cardiac performance and bioenergetics. We observed IF-induced changes in expression of several enzymes functioning in key energy pathways, as well as kinases involved in cellular signaling. While IF triggered the downregulation of several lipid metabolism enzymes, thioesterases that regulate fatty acid flux, such as ACOT1, ACOT2, and ACOT7, were upregulated, especially in the EOD group. ACOT1, for instance, functions as a molecular rheostat to impede excessive fatty acid oxidation during fasting and dampens associated inflammation and oxidative stress by inducing protective PPARα signaling (Franklin et al., 2017). Such an induction of PPARα activity with IF is indeed supported by increased protein abundance of several of its transcriptional targets, including HMGCS2 and PDK4. It is noteworthy that signaling alterations driving such PPAR-associated modulations were also evident from IF-induced phosphorylation changes, including activation of PKA, one of the key modulators of PPAR transcriptional activity, especially in the context of lipid oxidation during fasting and exercise (Lazennec et al., 2000). In addition to modulating fatty acid flux, PKA also triggers glycogen breakdown by activating phosphorylase kinase PHKB, which in turn triggers glycogen phosphorylase to release glucose 1 phosphate from glycogen (Brushia and Walsh, 1999). Our data point to an increase in phosphorylation site abundance on PHKB with IF suggesting increased turnover of glycogen with IF. The PKA effect of IF was accompanied by changes in associated cAMP signaling which also showed enhanced activation with prolonged durations of fasting as indicated by proteome modulation. The cAMP/PKA axis plays crucial modulatory roles in various aspects of cardiac physiology, including cardiomyocyte contractility via excitation–contraction coupling (ECC), control of heart rate, and downstream relay of β-adrenergic receptor signaling, is known to be perturbed in instances of heart failure (Bockus and Humphries, 2015; Callaghan, 2016; Lissandron and Zaccolo, 2006).

AMPK emerged as another prominent signaling cascade that was activated with longer hours of fasting (IF16 and beyond) based on the modulated phosphorylation sites. We observed that the substrates of AMPK were associated with multiple aspects of energy usage that are known to enhance the metabolic flexibility of the heart. TBC1D1, another substrate that is important in AMPK-induced GLUT4 translocation, also showed a consistent increase in functional phosphorylation with increasing fasting duration (Jessen et al., 2011). Disruption of GLUT4 trafficking is associated with impaired glucose uptake and ensuing insulin resistance (Mueckler, 2001), and the phosphorylation change on TBC1D1 and GLUT4 along with the predicted increase in AKT activity suggest that IF improves insulin sensitivity in the heart by modulating glucose uptake and resetting aberrations in insulin signaling via increasing phosphorylation of such proteins. The effects of insulin signaling are primarily mediated by AKT. We identified AKT1 to be differentially expressed based on protein abundance, AKT2 to have specific alterations in IF triggered association modulations, and also predicted AKT to be induced based on substrate signatures from our phosphoproteome data. Collectively, our data suggest that AKT may be an important mediator of heart cell responses to IF. In addition, there was a striking increase in phosphorylation of epitopes on numerous proteins known to regulate heart development and cardiomyocyte contraction, particularly that is a crucial determinant of myocardial passive stiffness and whose malfunction is associated with various myopathies (LeWinter and Granzier, 2014; Makarenko et al., 2004). In all, these highlight varying degrees of kinase and metabolic rewiring in the heart induced by different durations of IF, with the most protective effects accompanying prolonged fasting.

Whilst our data provide a comprehensive molecular snapshot of the changes accompanying various courses of IF, there is a limitation that our landscape is reflective of net changes occurring across the entire heart. Thus, it is challenging to understand specific changes within the different cell types that comprise the heart. Such a limitation is exaggerated, particularly for the transcriptome analysis, as cardiomyocytes account for only 30% of cells in the mammalian heart and yet account for the majority of the cardiac mass (Zhou and Pu, 2016). Knowledge of cell type-specific responses to IF will therefore be important to delineate distinct responses of heart cells to various IF regimens, and future studies exploring single-cell sequencing will add new dimensions to our understanding of cardiac dynamics with IF.

Further experimentation with different aspects of our study is required for detailed understanding of our findings. The timing of fasting cycles in this study may not promote synchronization of the natural circadian rhythm of nocturnal rodents, which may impact the potential for translating these to other model systems and understanding human patho-physiology. It has been established that time-restricted feeding/intermittent fasting cycles impact and can reset secondary tissue-specific peripheral clocks independent of the master circadian clock that is generally phase-locked to light-dark cycles (Damiola et al., 2000; Hara et al., 2001; Stokkan et al., 2001). While such mechanisms have been well documented in the context of liver and hepatic clocks, the impact of feeding on cardiac clock rhythmicity, however, remains to be deciphered. Evidence from our data suggests that fasting regimens affect circadian oscillations in heart cells, at least in part, independently of the central light-dark cycle-responsive clock. In addition, our analysis of cardiac function only included the AL and IF16 groups. We selected the IF16 fasting regimen to perform proof of principle functional experiments to further understand the functional outcome of proteomic changes observed. Echocardiographic analysis of the EOD group may provide significant information on the effect of IF, as the EOD group had the largest effect sizes from multi-omics analyses. With our study highlighting several kinase rewiring and signaling pathways impacted by IF based on modulations in proteome and phosphorylation site modulations, it will be interesting to follow-up on several of these to further assess their functional significance in the context of heart health and function. It is noteworthy that previous studies established that the EOD regimen leads to hearts with thinner walls and a lower left ventricular end-diastolic volume (LVEDV) (Ahmet et al., 2005) and lower blood pressure and heart rate (Wan et al., 2003a) than those of control animals. The latter effects of EOD were associated with cardioprotection in a rat model of myocardial infarction (Ahmet et al., 2005). Furthermore, our multi-omics study was limited to mice 6–9 months old, and it is, therefore, difficult to draw conclusions as to the effects of IF on ageing heart functions. All three IF groups maintained similar average body weights throughout the study period and were significantly lower than the AL group. Therefore, the different transcriptomes, proteomes, and phosphoproteomics observed among the three IF groups were independent of body weight. Our data suggest overlapping but distinct molecular adaptations of the heart to different intermittent fasting regimens.

In conclusion, our comprehensive multi-omics analysis sheds light on the intricate molecular mechanisms underlying the beneficial effects of intermittent fasting (IF) on cardiac health and disease prevention. Our findings demonstrate that various IF regimens induce distinct and time-dependent changes in the cardiac proteome, with longer fasting periods resulting in more significant alterations. The EOD group, in particular, exhibited the most significant protein abundance changes. The unsupervised hierarchical clustering analysis of the altered heart proteome highlights unique protein expression patterns and co-expressed protein clusters in all IF groups compared to the AL group. Collectively, these results provide valuable insights into potential pharmacological targets for developing novel therapeutic strategies for cardiovascular diseases. Future studies may further explore these targets and the underlying pathways to advance the development of effective interventions to improve cardiac health.

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD015452. High throughputRNA sequencing data from this manuscript have been submitted to the NCBI Sequence Read Archive (SRA) under accession number GSE133290. The following datasets were generated: Alli-ShaikA GunaratneJ 2023Multiomics Analyses Reveal Dynamic Bioenergetic Pathways and Functional Remodeling of the Heart During Intermittent FastingPRIDEPXD01545210.7554/eLife.89214PMC1053895837769126 ArumugamTV KimJ 2023Transcriptome analysis of mouse heart under different intermittent fasting conditionsNCBI Gene Expression OmnibusGSE133290

## Additional files

Supplementary file 1. List of all identified proteins in heart tissues of different dietary groups.

Supplementary file 2. IF-responsive differentially expressed proteins in heart tissues among different dietary groups.

Supplementary file 3. Functional processes and pathways enriched among different IF groups.

Supplementary file 4. RNA-seq based transcriptome profiling for heart tissues obtained from mice in different IF regimens.

Supplementary file 5. Functional processes and pathways differentially enriched in proteome and transcriptome.

Supplementary file 6. Node properties of time-resolved IF protein network.

Supplementary file 7. Perturbation of protein association co-regulation in different dietary groups.

Supplementary file 8. Quantitative phosphoproteome of heart tissues across different dietary groups.

Supplementary file 9. Echocardiographic assessment of myocardial functional and cardiac dynamics.

MDAR checklist

How the deposited data were processed for this re-analysis (not part of the article)

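RNA-seq measured polyadenylated transcripts in the hearts of 20 male C57BL/6 mice, 5 each of AL, IF12, IF16 and EOD. Each library is 1 mouse, so the 5 libraries of a group are biological replicates. The authors mapped the reads with TopHat2 2.0.9 over Bowtie2 2.0.6 and counted fragments per gene with HTSeq 0.6.1, as the paper's methods and the submitters' processing notes name them. The authors deposited the values in units of raw count per gene, which were used for the main tests. The deposited values in units of FPKM, which the authors computed from counts and gene length, were used in alternatives and for the comparison with protein abundance. Checked over 11562 genes, the length implied by the ratio of count to FPKM was the same in every library. The paper's methods name the mouse genome build GRCm38 and the submitters' notes name mm9. Positions are given here from the GENCODE M21 annotation of GRCm38 by Ensembl identifier, and no test uses them. Of 35275 genes, 34490 (97.8%) had a symbol in that annotation, and 0.0631% of the counts lay on the others.

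The total count of a library ran from 15317239 to 21279523, with a median of 18125280. As a check of the precision of the tests, counts of EOD hearts were changed in simulated data, by 1.5-fold in 100 genes and by 2-fold in 100 others. These genes were drawn from those with a mean of at least 1 CPM. Of these, edgeR called 71 at 1.5-fold and 92 at 2-fold, with 7 unchanged genes called among the 13833 in that step. DESeq2 called 74 and 92 with 12 unchanged genes, DESeq2 with a prior on fold changes 75 and 93 with 17, limma on FPKM 67 and 92 with 8, and limma voom 70 and 92 with 7. The FPKM of that step were computed from the simulated counts with TMM factors. They are not scaled as the deposited FPKM are, so the step does not check limma on the deposited values. For camera, a list raised by 1.15-fold had adjusted p = 8.71e-10 with the preset and adjusted p = 0.00201 with an estimated correlation, and 0 of 200 unchanged lists were called. Genes were drawn independently of each other in that simulation. It therefore cannot show how often lists of correlated genes are called without a change. No libraries were near duplicates of each other: within groups, counts of each pair differed by at least 5.95 times the sampling variance.

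Genes were kept by edgeR's filterByExpr (13954 genes), libraries were normalized by TMM, and 1 quasi-likelihood model with robust dispersions was fitted to the 20 libraries with edgeR 4.0.16 in R 4.3.3. Contrasts compared each regimen with AL and the regimens with each other. Calls were made at a Benjamini-Hochberg adjusted p under 0.05, the threshold of the paper, with no minimum fold. Gene lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated one, adjusted over 35 lists in each comparison. The counts of members higher and lower are given over all genes tested and adjusted over the list alone. An annotation score per list, the scaled difference of mean ranks that 2-D enrichment reports on 1 axis, was computed over all genes tested with an error from 2000 bootstrap draws of members. Principal components used log2 CPM with a prior count of 2. Exact permutation tests of 5 against 5 libraries are 2-sided and cannot go below p = 0.00794. Tables were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

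Of 39 lists, all written before the data were examined together with the tests, the alternatives and the rule for named genes, 35 had enough members to be tested. They cover the study's clock genes, clock targets, clock activators, beta-oxidation, PPAR alpha targets, BCAA degradation, oxidative phosphorylation, mitochondrially coded mRNAs, ECM-receptor interaction, proteasome, ribosome, chaperones, glycolysis, sterol synthesis, fatty acid synthesis, ketone bodies and glucocorticoid and FOXO targets. They also cover antigen presentation, chemokines, immediate early genes, fetal and stress genes, RNA-binding proteins that respond to cold or heat, the genes the paper names, and markers of 11 cell types or layers and of skeletal muscle. The lists of granulocyte and brown adipocyte markers had 2 members with enough counts and those of lung and thymocyte markers had 0, and they were not tested. The ATP synthase genes written into the oxidative phosphorylation list were not among its tested members, which belong to complexes I to IV. The rule named every gene for which the paper gives or labels an RNA value, the 2 to 4 members of a list with the smallest adjusted p, and the 10 genes higher and 10 lower with the largest change in each comparison against AL, and the 5 of each direction between regimens, that had at least 1 CPM and no overlap between groups. Some genes that the rule names are not reported here. The values of the paper's tables had been seen when the rule was written.

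Alternatives fixed beforehand were other normalizations (DESeq2 size factors, upper quartile), other filters, DESeq2 1.42.0 on all groups and on pairs of groups, edgeR on 2 groups alone, limma on log2 FPKM with a pseudocount of 1 or 0.1, limma voom with library weights, the replicate number as a block, and the removal of each library in turn. Added after the data were seen were the removal of trends on gene length and GC content, thinning to the smallest total, leaving out mitochondrial genes, and covariates or subsets by the level of Myh4. The level of 10 CPM of Myh4 was chosen after its values were seen, and that grouping of the libraries comes from the data and from no label or batch the paper gives. For shared AL controls, 20 experiments without an effect were simulated and the AL libraries were split 10 times. For other splits of the samples, 100 splits were drawn per comparison. Of Supplementary file 1, the first 1118 of 6972 entries were used, of Supplementary file 2 the first 1407 of 5578, and of Supplementary file 4 1999 of 2157 genes of IF12 and 522 of 1581 of IF16. The EOD columns of protein abundance in Supplementary file 1, held only in part, were not analysed here. Fold changes in Supplementary file 2 equal the differences of group medians of its log2 ratios in 1407 of 1407 entries, to a tolerance of 0.001.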

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

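The tests of a clock change that grows with the fast, of the hour of collection, and of skeletal muscle RNA, and the fits without trends on gene length and GC content, were chosen after the results were seen. The bounds for the markers of cell share were written before their values were seen.

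Clock genes differed between AL hearts and the hearts of all 3 regimens, where 4, 3 and 0 of 14 clock genes were called between regimens. A change that grows from the 12 h to the 24 h fast is argued against, since only 6 of 14 clock genes had a larger absolute log2 fold change in EOD than in IF12. Of the 14, 4 were called in no regimen, so their order carries little. The count does not bear on a change already complete at 12 h, and only IF12 mice of these 2 groups were limited to food in the light phase. AL hearts collected at another hour of the morning stay open: on the first component of clock gene variation within groups, which held 44.5% of that variance, AL libraries lay at -3.48 to -2.77 and the 15 fasting libraries at -0.651 to 2.78, a gap of 2.12 log2 units. A shift of the heart's clock by food in the light phase, or by the fast itself, may give the same values and was not tested.

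In IF12, genes of ECM-receptor interaction were higher and nuclear genes of oxidative phosphorylation lower than in AL (with an estimated correlation, adjusted p = 0.00183 and 0.193, so the second call is lost). With each library's trend on gene length removed, the medians were 0.15 and -0.11 (before, 0.20 and -0.22), with adjusted p of at most 5.17e-06 at the preset correlation. With the trend on GC content removed they were 0.20 and -0.23, with at most 7.35e-10. Both medians kept their sign, which argues against either trend as the whole cause, though the length trend took part of the change in oxidative phosphorylation. No estimated correlation was used in these fits, so the adjusted p of oxidative phosphorylation adds little. A lower share of cardiomyocyte RNA in IF12 hearts may account for part. Medians (with 95% bootstrap intervals) of fibroblast, endothelial, mural and macrophage markers were 0.12 (-0.13 to 0.31), 0.18 (0.01 to 0.24), 0.04 (-0.09 to 0.20) and 0.13 (0.03 to 0.43), within 0.146 of each other. That of cardiomyocyte markers was -0.11 (-0.16 to -0.04). The intervals are over list members and not over mice, and those of fibroblast and mural markers include 0. Col1a1 is a member of both the fibroblast and the ECM-receptor lists. Oxidative phosphorylation at -0.22 (-0.24 to -0.21) lay below the cardiomyocyte markers, so a share alone leaves a remainder, and with the length trend removed both came closer (-0.05, from -0.14 to -0.02, against -0.11, from -0.14 to -0.09). In that fit the medians of the 4 other markers were 0.18, 0.16, -0.03 (-0.17 to 0.18) and 0.18, so they were no longer all above 0, and a change in cell share stays open. A response of the tissue to the 12 h fast stays open and was not tested separately.

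Genes of fast skeletal muscle were present in all 5 IF16 libraries, and in AL, IF12 and EOD present in some libraries and near 0 in others. Muscle RNA of 1 source is consistent with the values: across the 11 libraries above 10 CPM of Myh4, the log2 ratio of Myh1, Actn3, Tnni2, Mylpf, Pvalb and Tnnt3 to Myh4 had an SD of 0.117 to 0.316. A response to the regimen as the only source is argued against, since Myh4 reached 27.7 CPM in AL and was below 1 CPM in 3 other AL libraries. Myh4 above 10 CPM fell on all 5 IF16 libraries and 1 IF12 library, so these 2 groups differ in it as they do in diet.

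Of 172 groups of 5 values, 12 held 1 library far from the other 4, where chance gives about 1 in 20, or 8.6, and 11 of them are given here. The third IF16 mouse had 545 CPM of Acadvl (618 to 640 in the others), 208 of Art1 (176 to 182) and a mean log2 CPM of 7.88 over the beta-oxidation list (8.05 to 8.09). The first EOD mouse had 3341 CPM of Pdk4 (2144 to 2473). The fifth IF16 mouse had 3449 CPM of Pdk4 (1970 to 2388) and 4.05 of Mvd (5.41 to 5.81). In IF12, Acot2 was at 102 CPM in mouse 3 (87.6 to 91.5) and Stk39 at 71.5 in mouse 1 (90.2 to 95.0). In AL, Nr1d1 was at 105 CPM in mouse 1 (52.8 to 62.8) and Cry2 at 53.1 in mouse 2 (45.8 to 47.6). The fifth EOD library had the lowest total count of its group, 16007104.

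Regimens differed from each other by direct contrasts. The beta-oxidation list (adjusted p = 1.85e-19) and PPAR alpha targets (adjusted p = 5.57e-44) were higher in EOD than in IF12. Genes of BCAA degradation (adjusted p = 9.68e-06) and oxidative phosphorylation (adjusted p = 2.49e-06) were higher in IF16 than in IF12. With an estimated correlation the adjusted p were 0.0646, 0.00276, 0.288 and 0.747. A lower share of cardiomyocyte RNA in IF12 hearts, left open above, may account for part of the beta-oxidation and oxidative phosphorylation differences.

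Groups of genes that the paper does not discuss also moved. In IF12, 6 of 7 adipocyte markers rose (7 adjusted over the list alone), among them Adipoq by 2.28 and Lep by 2.74 on the log2 scale, with their highest levels in mice 1 and 4 and adjusted p = 1.43e-04 (adjusted p = 0.268 with an estimated correlation). Beside them, 7 of 15 genes of fatty acid synthesis rose and 1 fell (9 and 1 adjusted over the list alone), with adjusted p = 0.00100 (adjusted p = 0.32 with an estimated correlation). Scd1 of that list followed the adipocyte markers across libraries (r = 0.893 after group means were removed), and its log2 ratio to them was also higher than in AL (3.88) in IF12 (5.16), IF16 (6.18) and EOD (5.59) (exact permutation test, p = 0.0159, 0.00794 and 0.00794), where the adipocyte list had adjusted p = 0.126 in IF16 and 0.656 in EOD, so a larger share of fat cells alone leaves a remainder, and where the rest arises was not tested. This comparison was chosen after the results were seen. In EOD, 3 of 9 fetal and stress genes of cardiomyocytes rose (4 adjusted over the list alone), among them Nppb by 1.41 and Xirp1 by 0.62, with adjusted p = 0.00704 (adjusted p = 0.242 with an estimated correlation).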

How the results depend on the processing

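The trend, thinning, mitochondrial and Myh4 settings were chosen after the results were seen, and all others before. No named gene past the threshold and no list test turned its direction under any setting, but on FPKM the balance of genes higher and lower turned in IF12 and between IF12 and the longer fasts (below). The ECM-receptor list in each regimen and the BCAA list in IF12 kept their calls in every fit. The beta-oxidation list in IF12 kept its call in all but the fit with an estimated correlation. Over all fits, 9 to 11 clock genes were called in IF12, 5 to 10 in IF16 and 6 to 9 in EOD. Of the values for single named genes, 7682 stayed on their side of the threshold under settings fixed before, 224 dropped below it and 197 rose above it; under settings added after, 3653, 226 and 73 did so, and with single libraries left out 6423, 409 and 88. In simulated data of this depth and number of mice, which were not told apart, 71 of 100 genes of at least 1 CPM changed 1.5-fold were called. Where a cause is not named below, the cause was not tested.

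With libraries left out in turn, genes higher and lower ranged from 463 to 865 and 538 to 1109 in IF12 (lowest without AL mouse 2), 428 to 690 and 378 to 635 in IF16 (lowest without AL mouse 3), and 900 to 1141 and 894 to 1069 in EOD. IF16 against IF12 ranged from 482 to 730 and 322 to 535 (lowest without IF16 mouse 1), EOD against IF12 from 878 to 1375 and 520 to 818, and EOD against IF16 from 2 to 10 and 0 to 7 (lowest without IF16 mouse 1 and 3). Genes called in all 3 regimens ranged from 285 (without AL mouse 2) to 503. Adjusted p ranged from 0.0107 to 0.116 for BCAA degradation in IF16 (highest without IF16 mouse 3), from 0.00596 (without IF16 mouse 3) to 0.289 for beta-oxidation in IF16, and from 0.0133 (without AL mouse 1) to 0.543 for antigen presentation in EOD.

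On FPKM, limma gave more genes higher in IF12 and fewer genes lower in IF12 and IF16 (855, 1066 and 653 on counts). With log2(FPKM + 1), there were 1290 genes higher, IF12 vs AL, 354 genes lower, IF12 vs AL, 432 genes lower, IF16 vs AL, 473 genes higher, IF16 vs IF12, and 753 genes higher, EOD vs IF12. Beside them were 771 genes higher, IF16 vs AL, 777 genes lower, IF16 vs IF12, and 1125 genes lower, EOD vs IF12. Adjusted p was 0.0574 for the branched-chain amino acid degradation list, IF16 vs AL, and 0.0375 for the fatty acid beta-oxidation list, IF16 vs AL. With log2(FPKM + 0.1) these counts were 1283, 342, 433, 470 and 747. With no filter on FPKM the last 4 were 235, 298, 327 and 589, with 0 genes lower, EOD vs IF16, and 251 genes changed in all 3 regimens against AL. With no filter on counts there were 360 genes lower, IF16 vs IF12, and the antigen presentation list, EOD vs AL, had adjusted p = 0.0167. DESeq2 on all groups gave 61 genes higher, EOD vs IF16, and 38 lower, and on pairs with a fold prior 39 and 28, with adjusted p = 0.0326 for beta-oxidation in IF16 and 0.00844 for antigen presentation in EOD. On 2 groups alone, edgeR gave 1 higher and 0 lower in EOD than in IF16, and adjusted p = 0.0586 for BCAA degradation in IF16 and 0.0214 for antigen presentation in EOD. Voom with weights gave 17 and 8 for EOD against IF16. BCAA degradation in IF16 had adjusted p = 0.0552 with upper-quartile factors, 0.0564 with at least 10 counts in each library and 0.0586 after thinning. With an estimated correlation, 4 lists passed in each regimen (18, 12 and 11 with the preset), and adjusted p was 0.624 and 0.541 for BCAA degradation in IF16 and EOD, 0.193 and 0.621 for beta-oxidation in IF12 and EOD, and 0.532 for antigen presentation in IF12. The first principal component held 20% over the 500 most variable genes, and r with protein abundance on log2(FPKM + 1) was 0.488, 0.484 and 0.493 in AL, IF12 and IF16.

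With the trend on gene length removed, there were 16 genes higher, EOD vs IF16, and 13 genes lower, EOD vs IF16, and adjusted p was 0.0435 for the fatty acid beta-oxidation list, IF16 vs AL, and 0.0342 for the antigen presentation list, EOD vs AL; with the trend on GC content removed it gave 20 and 21. With Myh4 above 10 CPM as a covariate, IF16 had 426 genes higher than AL, and 126 higher and 102 lower than IF12, EOD had 501 lower than IF12 and 0 lower than IF16. Libraries above 10 CPM alone gave 171 and 164 in IF16, 294 genes higher, EOD vs AL, 279 genes lower, EOD vs AL, and 1 and 0 for EOD against IF16. Libraries below 1 CPM gave 725 and 742 in EOD, with fewer samples in each fit.

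Neither the paper nor the labels say that the replicate numbers pair the mice. After group means were removed, 14 of 30 pairs of the same number had r above 0.1 (mean r 0.0939, against -0.0233 for other numbers), and 9 of 20 libraries were closest to their own number, a hint from the data and not from the design. With the number as a block, EOD against IF16 gave 19 higher and 15 lower, and adjusted p was 0.0678 for BCAA degradation in IF16 and 0.0429 for antigen presentation in EOD.

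In 100 splits of the libraries per comparison, 1 split, the real one, gave as many genes for IF12 (1921, highest other 39), IF16 (1313, 83) and EOD (2320, 607) against AL and for IF16 (1367, 5) and EOD (1984, 635) against IF12. Chance is therefore an unlikely source of these counts. The splits treat the mice as exchangeable, so they do not exclude a structure of the samples beside diet. For EOD against AL, the 607 genes came from AL mice 1 and 2 with EOD mice 1 to 3 against the others. The first principal component divided AL mice 1 and 2 from 3 to 5. On it every IF12 heart lay above every IF16 and EOD heart. Counts between IF12 and the longer fasts may therefore hold such a structure. The paper names suppliers and animal facilities in Singapore and Australia, and its text assigns none to single mice. For EOD against IF16, 2 splits gave at least the 10 genes of the real one, a share under 0.05, but group centroids did not differ (exact permutation test, p = 0.254), and IF16 mice 1 to 3 with EOD mice 1 and 2 against the others gave 336 genes, which points to a structure of the samples that is not diet, so these 10 genes are weak evidence.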

Differences from the paper's values

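The pairs below use settings fixed before the data were examined. For r and for scores, a pair is said to differ where the values lie further apart than the error here (the SD over libraries or the bootstrap standard error), which is a low bar and not a test. The paper's 43.7 M mapped reads per sample is another quantity than the mean of 18.2 M gene counts per library, and no alternative changes it. For r between transcript and protein in IF16, the paper's value is 0.47, given as approximate for all groups, and the value here 0.478 over the part of Supplementary file 1 analysed, with an SD over libraries of 0.00659. By that bar it does not differ without IF16 replicate 4 and does under the other 5 alternatives, so this pair gives little ground to call the values unlike.

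The transcriptome scores of Supplementary file 5 were set beside scores of the same formula here, on other member lists and another background of genes, so the 2 are on the same scale but not over the same genes. For ECM-receptor interaction in IF12 the paper's score is 0.485 and the score here 0.394 ± 0.062 (bootstrap standard error). It did not differ with DESeq2 on pairs with a fold prior, limma on log2(FPKM + 1) with no filter, or without AL replicate 2, and differed under 19 alternatives. In IF16 the paper's is 0.382 and that here 0.264 ± 0.069, which did not differ with at least 10 counts in each library, DESeq2 on pairs with a fold prior, or limma on log2(FPKM + 1) with no filter, and differed under 19. For BCAA degradation in IF12 the paper's is -0.445 and that here -0.629 ± 0.042, which differed under all 22 alternatives. In IF16 the paper's is -0.114 and that here -0.254 ± 0.074, which did not differ with DESeq2 on all groups and differed under 21. In EOD the paper's is -0.173 and that here -0.275 ± 0.089, which did not differ with no filter on counts, DESeq2 on all groups, or without AL replicate 1, 2 or 5 or EOD replicate 4 or 5, and differed under 15. For fatty acid oxidation in IF12 the paper's is -0.429 and that here -0.511 ± 0.077, which did not differ with no filter on counts, DESeq2 on all groups, limma on log2(FPKM + 0.1), limma voom with library weights, or without AL replicate 1 or 2 or IF12 replicate 2 or 5, and differed under 14.

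Among statements on single genes, the paper names Cry1 and Nr1d1 as the clock transcripts that differ between IF12 and EOD, and here both differ and so does Cry2 (log2 fold change 0.29, adjusted p = 0.00417). The paper states no change in the Rnase4 transcript, which was higher here in IF16 (0.25, adjusted p = 0.0194) and had adjusted p = 0.191 in IF12 and 0.267 in EOD, while Nat10 and Cwc27 had no call here either. The paper's list of changed genes for IF12 holds Hadha. Here Hadha, IF12 vs AL, had adjusted p = 0.0633 and passed with DESeq2 on all groups (0.0358) and on pairs with a fold prior (0.0243). Of the paper's changed genes analysed here, 1679 of 1998 were called in IF12 (84%) and 506 of 522 in IF16 (96.9%), and the sign was the same in all of them. The fold change column of Supplementary file 4 is shrunken: for Arntl in IF12 it holds 2.43, where its own mean counts of 252 and 17.9 give a log2 ratio of 3.82 and the value here is 3.81.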

Other observations

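Every comparison and list test reported here was planned, and the examples follow the rule for named genes. Against AL, targets of PPAR alpha rose with the longer fasts: of 27 genes, 15 rose in IF16 (18 adjusted over the list alone) and 19 in EOD (22), with 0 lower in both, and 2 rose and 5 fell in IF12. The lipase Pnpla2 rose by 0.72 in IF16 and 1.26 in EOD (standard error 0.07, adjusted p = 1.7e-11 in EOD). The list had adjusted p = 3.6e-22 in IF16 and 9.5e-29 in EOD (adjusted p = 0.0208 and 0.00623 with an estimated correlation), and 0.0911 in IF12. In IF12, 46 of 63 nuclear genes of oxidative phosphorylation, of complexes I to IV without the ATP synthase, fell and 0 rose (57 adjusted over the list alone). Among them were Ndufs8, a subunit of complex I, by 0.33 and Cyc1, of complex III, by 0.31. Their adjusted p was 1.7e-21 in IF12 (adjusted p = 0.193 with an estimated correlation), 8.3e-07 in IF16 with 5 lower (adjusted p = 0.625 with an estimated correlation) and 0.00378 in EOD with 8 lower (adjusted p = 0.853 with an estimated correlation). The 13 mRNAs of the mitochondrial genome had adjusted p = 0.639, 0.652 and 0.656. In IF12, 19 of 31 proteasome genes fell (adjusted p = 4.5e-12, and adjusted p = 0.146 with an estimated correlation), against 5 in IF16 (adjusted p = 0.00627, and adjusted p = 0.625 with an estimated correlation) and 3 in EOD (adjusted p = 0.485). Genes of glycolysis and glycogen also fell, 13 of 31 in IF12, 4 in IF16 and 12 in EOD, with adjusted p = 1.08e-05, 4.22e-04 and 1.72e-06 (adjusted p = 0.11, 0.224 and 0.0601 with an estimated correlation). The glucose transporter Slc2a4 fell by 0.38, 0.32 and 0.64. Of the chaperones, 11 of 48 fell in IF16 (adjusted p = 5.5e-09, and adjusted p = 0.367 with an estimated correlation) and 12 in EOD (adjusted p = 0.00151, and adjusted p = 0.621 with an estimated correlation), while in IF12 7 rose and 3 fell (adjusted p = 0.977). By direct contrast 16 were lower and 0 higher in IF16 than in IF12 (adjusted p = 5.9e-09, and adjusted p = 0.511 with an estimated correlation), and 12 lower and 3 higher in EOD than in IF12 (adjusted p = 4.17e-04, and adjusted p = 0.715 with an estimated correlation). Among those that rose in IF12 were Hyou1, Creld2 and Pdia4 of the endoplasmic reticulum, by 0.52, 0.59 and 0.48.

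Endothelial markers had adjusted p = 0.0018, 0.0146 and 0.00609 in IF12, IF16 and EOD (adjusted p = 0.146, 0.348 and 0.242 with an estimated correlation), and fibroblast markers 0.106, 0.0046 and 0.209 (adjusted p = 0.0809 in IF16 with an estimated correlation). Against AL, adjusted p for cardiomyocyte markers was 0.0555, 0.242 and 0.185, for atrial markers 0.676, 0.302 and 0.225, for mural cells 0.676, 0.0516 and 0.225, and for macrophages 0.168, 0.694 and 0.735. Lymphocyte markers had adjusted p = 0.0187 in IF12 (adjusted p = 0.481 with an estimated correlation), 0.422 in IF16 and 0.574 in EOD, and adipocyte markers 0.126 in IF16 and 0.656 in EOD. For erythroid markers adjusted p was 0.27, 0.694 and 0.119, for mesothelial markers 0.333, 0.736 and 0.71, for glial and neuronal markers 0.538, 0.152 and 0.222, and for skeletal muscle markers 0.53, 0.054 and 0.485. Between EOD and IF16, erythroid markers were lower with a median of -0.68 (adjusted p = 1.4e-04) and atrial markers with -0.39 (adjusted p = 6.0e-05) (adjusted p = 0.588 for each with an estimated correlation).

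Of the other lists, immediate early genes were lower in IF12 with a median of -0.54 and 1 of 19 called (adjusted p = 0.0318, and adjusted p = 0.592 with an estimated correlation), and had adjusted p = 0.986 in IF16 and 0.369 in EOD. Fetal and stress genes also passed in IF12 (adjusted p = 0.0234) and IF16 (adjusted p = 0.0367), with adjusted p = 0.268 and 0.367 with an estimated correlation. Ribosomal protein genes were lower in IF12 with a median of -0.06 over 75 genes (adjusted p = 0.00942, and adjusted p = 0.704 with an estimated correlation), and had adjusted p = 0.186 in IF16 and 0.074 in EOD. Sterol synthesis had adjusted p = 0.48, 0.736 and 0.554, glucocorticoid and FOXO targets 0.0911, 0.593 and 0.9, and RNA-binding genes that respond to cold or heat 0.106, 0.244 and 0.441. Fatty acid synthesis had adjusted p = 0.152 in IF16 and 0.71 in EOD. The study's 14 clock genes, which move both ways, had adjusted p = 0.538, 0.339 and 0.21. The 23 genes that the paper names had 2 higher and 8 lower in IF12, 5 and 4 in IF16 and 9 and 5 in EOD, with adjusted p = 0.00209 (adjusted p = 0.146 with an estimated correlation), 0.286 and 0.074, and the study picked them from these libraries.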
